# RNA-Seq Analysis Reveals MAPKKK Family Members Related to Drought Tolerance in Maize

**DOI:** 10.1371/journal.pone.0143128

**Published:** 2015-11-24

**Authors:** Ya Liu, Miaoyi Zhou, Zhaoxu Gao, Wen Ren, Fengling Yang, Hang He, Jiuran Zhao

## Abstract

The mitogen-activated protein kinase (MAPK) cascade is an evolutionarily conserved signal transduction pathway that is involved in plant development and stress responses. As the first component of this phosphorelay cascade, mitogen-activated protein kinase kinase kinases (MAPKKKs) act as adaptors linking upstream signaling steps to the core MAPK cascade to promote the appropriate cellular responses; however, the functions of MAPKKKs in maize are unclear. Here, we identified 71 MAPKKK genes, of which 14 were novel, based on a computational analysis of the maize (*Zea mays* L.) genome. Using an RNA-seq analysis in the leaf, stem and root of maize under well-watered and drought-stress conditions, we identified 5,866 differentially expressed genes (DEGs), including 8 MAPKKK genes responsive to drought stress. Many of the DEGs were enriched in processes such as drought stress, abiotic stimulus, oxidation-reduction, and metabolic processes. The other way round, DEGs involved in processes such as oxidation, photosynthesis, and starch, proline, ethylene, and salicylic acid metabolism were clearly co-expressed with the MAPKKK genes. Furthermore, a quantitative real-time PCR (qRT-PCR) analysis was performed to assess the relative expression levels of MAPKKKs. Correlation analysis revealed that there was a significant correlation between expression levels of two MAPKKKs and relative biomass responsive to drought in 8 inbred lines. Our results indicate that MAPKKKs may have important regulatory functions in drought tolerance in maize.

## Introduction

The world population is increasing at an alarming rate, while abiotic stresses play crucial roles in crop failures and reductions in field crop productivity. Drought is the most important environmental stress affecting agricultural production. Maize *(Zea mays* L.), which is frequently exposed to drought stress conditions, is one of the most important cereal crops in the world, together with rice and wheat. In recent years, some studies have found that several genes encoding protein kinases can activate responses to abiotic stresses, such as drought [1, 2]. Drought stress is one of the major limiting factors for maize production. Some studies have revealed that drought stress can affect maize, especially during the reproductive stage. Their working hypothesis involves signaling events associated with increased ABA levels, decreased glucose levels, the disruption of ABA/sugar signaling, and the activation of programmed cell death/senescence through the repression of a phospholipase C-mediated signaling pathway [3]. A total of 524 non-synonymous single nucleotide polymorphisms (nsSNPs) that were associated with 271 candidate genes for drought tolerance involved in plant hormone regulation, carbohydrate and sugar metabolism, signaling molecules regulation, redox reaction and acclimation of photosynthesis to environment were detected by common variants (CV) and cluster analyses with the availability of maize B73 reference genome and whole-genome resequencing of 15 maize inbred lines [4]. These selected genes will not only facilitate our understanding of the genetic basis of the drought stress response but will also accelerate genetic improvement through marker-assisted selection in maize.

The mechanisms of drought tolerance in plants are complex. Effects of drought on plant hormone signal transduction, protein modification and photosynthesis have been reported [1–3, 5]. It has been demonstrated that the accumulation of proline can increase tolerance to water stress in plants. Transgenic plants with increased proline content produce higher biomass under drought [6]. An analysis of *edr1* mutation determined that the *EDR1* gene functions in negative regulation after salicylic acid treatment [7]. The stress-induced increase in reactive oxygen species (ROS) in plant cells results from an imbalance between generation and degradation. Drought stress can successively induce stomatal closure, moderate increases in ROS and decreases in photosynthesis. As described above, the response of plants to drought stress involves numerous genes and pathways related to diverse mechanisms.

Some molecular and biochemical studies have revealed that drought stress can elicit defense responses through MAP kinase pathways [8]. For example, a functional analysis of Arabidopsis demonstrated that the expression of *AtMPK3*, which shows high sequence similarity to *WIPK*, was increased when plants underwent drought [9]. The expression of *OsMAPK5*, *OsMSRMK2*, *OsMAPKK44* and *OsMKK1* was inducible by drought treatment in rice [10–13]. An analysis of transgenic rice plants strongly revealed that OsMAPK5 could regulate drought tolerance. Moreover, in maize, the transcript level of *ZmMPK3* was increased by drought stress [14]. An investigation in alfalfa indicated that MKK4 kinase is transiently induced by drought treatment [15]. In addition, it has been reported that the tomato MAPK gene *SIMPK4*, which shows homology with Arabidopsis *AtMPK4*, can improve tolerance to drought stress [16]. In this study, we investigated the relationship between MAPKKK genes and drought stress in maize. Several previous studies have indicated that MAPKKK genes can be activated by drought treatment. In Arabidopsis, the mRNA level of the MAPKK kinase AtMEKK1, which can activate its downstream factors ATMKK2 and MEK1, can be increased by drought [9, 17]. A MAPKKK gene that responds to drought has also been identified in rice. Furthermore, NPK1 isolated from tobacco [18] has been reported to positively regulate drought tolerance. *NPK1* transgenic maize and rice both have higher yields under drought conditions compared with their non-transgenic counterparts [19–21].

The mitogen-activated protein kinase (MAPK) cascade, which is highly conserved, is a major signal transduction pathway in all eukaryotes, including yeasts, animals and plants [22]. The MAPK signaling pathway, which plays a pivotal role in plant cellular responses, is involved in cell division, differentiation, apoptosis, and responses to a diversity of environmental stimuli, including cold, heat, drought and pathogen attacks [17, 23–34]. MAPK, which consist of MAPKs, MAP kinase kinases and MAP kinase kinase kinases, are serine/threonine-specific protein kinases. To transduce external stimuli into cellular responses, MAPK cascades transfer these signals via phosphorylation [22, 25, 33]. By scanning the Arabidopsis genome, 80 MAPKKKs, 10 MAPKKs and 20 MAPKs have been identified [25, 35]. Previous analyses of the rice genome have identified 75 MAPKKKs, 8 MAPKKs and 17 MAPKs [36, 37]. Currently, 9 MAPKKs and 19 MAPKs have been characterized in maize [38–45]. In plants, MAPKKKs have been divided into three groups, the MEKK-like family, the Raf-like family and the ZIK-like family [30, 35, 46–50]. Among these groups, MEKK-like family is most similar to animal MEKKs and yeast MAPKKKs. Most of the Raf family proteins have a C-terminal kinase domain and extend N-terminal regulatory domain. Whereas most of the ZIK family members have N-terminal kinase domain and members of MEKK family has less conserved protein structure with kinase domain located either at N- or C-terminal or central part of the protein [37].

In addition, it is well documented that MAPKKKs are related to many stress-response pathways, such as plant hormone signal transduction and oxidative signaling. The Raf-like MAPKKK gene in rice, *DSM1*, functions as an early signaling component to regulate the response to drought stress through ROS (reactive oxygen species) scavenging [51]. The results were identified by examining *dsm1* mutants. *DSM1*-RNA interference lines were hypersensitive to drought stress and were more sensitive to oxidative stress. *DSM1* may also function in the drought stress signaling response through an ABA-independent pathway that involves oxidative stress signaling [51]. Moreover, *ANP1* has been shown to be involved in auxin signaling transduction and the oxidative stress signaling pathway [52, 53]. In turn, oxidative stress can activate MAPK cascades to mediate the induction of oxidative stress-responsive genes. The overexpression of *ZmMKK1* in Arabidopsis can enhance drought tolerance and enhance the expression of ROS-scavenging enzyme-related genes [54]. Analyses in maize have revealed the involvement of *ZmMPK3* and *ZmMPK5* in ROS signaling pathways [14, 55]. Data from recent studies provide evidence that *ZmMKK1*, *ZmMKK3* and *ZmMKK4* can enhance drought tolerance through ROS scavenging [38, 54, 56]. Additionally, antioxidant enzyme activities can be enhanced in ZmMKK4-overexpressing plants compared with wild-type plants [56]. In brief, MAPK cascades can respond to drought stress through different pathways. However, the involvement of MAPKKKs in the drought response in maize is not yet clear.

In maize, 74 MAPKKKs had been reported by searching against the maize genome database and NCBI[57]. In this work, we will search against the maize B73 genome in the MaizeGDB to identify MAPKKK genes in maize using the BLAT program with a rigorous limiting condition. To further explore whether the identified maize MAPKKKs are related to drought stress, a variety of maize grown widely in SouthWest China, ZD619, and eight maize inbred lines were used in the RNA-seq, qRT-PCR and biomass analyses respectively. Additionally, important metabolic processes and regulatory process pathways related to the identified MAPKKK genes were analyzed to investigate the MAPKKKs involved in the drought stress response in maize.

## Materials and Methods

### Plant materials and stress treatments

In this experiment, the RNA-seq used ZD619, a variety of growing widely in SouthWest China, which showed strong drought resistance in the field. Eight inbred lines consisting of J24, J853, X178, Q319, B73, E28, C8605-2 and 200B as well as ZD619 were used to further analyze on their expression pattern by qRT-PCR and phynotype discrimination responsive to drought stress. The maize seeds were pre-germinated in the plant incubator. The uniformly germinated seeds were chosen and sown in plastic pots (23cm×16 cm) which filled with a 1:1:1 mix of soil:vermiculite:nutrient soil in greenhouse under 16h of light (25°C) and 8h of dark (20°C). Four uniformly strong plants finally retained at the 2–3 leaf stage.

The experiment included control (80% of relative soil water content, RSWC) and drought stress (35% of RSWC). Each treatment was comprised of two replications. The RSWC for the control plants exceeded to 80%. The drought treatment plants did not receive water from three-week-old seedling until the RSWC decreased to 35%, the drought treatment takes about one week, then kept stable for 2–3 days.

### Plant biomass determination

Each plant except for qRT-PCR analysis was rapidly collected and weighed for the fresh biomass of two replicates in the greenhouse. Then the entire plant was put into a paper packet and was dried at approximately 75°C in a drying cabinet. The dry biomass was determined until 48 hours.

### RNA isolation and qRT-PCR

The samples were collected and were immediately frozen in liquid N_2_ for further use. Each total RNA sample of three tissues, leaf (the top three leaves), stem and root, was extracted from four uniformly plants using an RNeasy Plant Mini Kit followed by RNase-Free DNase Set (Qiagen, Hilden, Germany). The extracted RNA was assessed by a NanoDrop 2000 Spectrophotometer, 1% agarose gel electrophoresis. The poly(A) mRNA was isolated from purified total RNA using oligo(dT) magnetic beads. The mRNA was fragmented into short pieces by adding the fragmentation buffer. The first-strand cDNA was synthesized by reverse transcriptase and random primers using mRNA fragments as templates. Second-strand cDNA synthesis was produced by RNase H and DNA polymerase I. Double-stranded cDNA fragments went through end repair, 3’dA tailing and adapter ligation. The required fragments were then purified and enriched by PCR to create the final cDNA library. The sequences were generated by Illumina HiSeq 2000 sequencer.

In qRT-PCR three biological replicates were conducted and each biological replicate was technically repeated three times. The qRT-PCR was carried out using Maxima SYBR Green/ROX qPCR Master Mix (2×) (Thermo Scientific) performed with a 7300 Real-Time PCR System (Applied Biosystems, Foster City, CA) according to the supplier's protocols. Each PCR reaction mixture contained 12.5μl of 2×real-time PCR mix, 1μl of gene-specific primers, 1μl reverse transcribed cDNA product and water. The thermal cycle applied was as follows: 95°C for 10min followed by 40 cycles of 95°C for 15s, 60°C for 30s, 72°C for 30s, 82°C for 5s. At the end of the PCR cycles, melting curve analysis was performed using a single cycle consisting of 95°C for 15s and 60°C for 1min followed by a slow temperature increase to 95°C at the rate of 0.3°C/s. Relative gene expression was calculated according to the delta-delta Ct method of the system.

### Definition of the maize MAPKKKs and phylogenetic analysis

Maize protein sequences were downloaded from MaizeGDB database (http://www.maizegdb.org/). The maize MAPKKKs was identified through BLAT searches against Arabidopsis, rice MAPKKK query sequences [25, 35, 37]. 25% identity was taken as the threshold, and the query sequences which aligned 5 BLAST alignments passed the threshold in MAPKKK gene family in Arabidopsis and rice were collected as MAPKKKs in maize.

Multiple sequence alignments were conducted on the amino acid sequences of MAPKKK proteins in maize, Arabidopsis and rice genomes using ClustalW with default settings. Phylogenetic tree was constructed by MEGA5.0 software based on alignments using Maximum Likelihood method with 1000 bootstraps to investigate the evolutionary relationship among MAPKKK proteins in three species. Analyze the conserved domain of the full protein sequences of MAPKKK genes by BioEdit.

### Subcellular localization and chromosomal locations

The predicted subcellular localization of maize MAPKKKs was retrieved using the CELLO v2.5 server (http://cello.life.nctu.edu.tw/). Information about the physical locations of maize MAPKKK genes on chromosomes was obtained from MaizeGDB database. The chromosomal locations of the MAPKKK genes in maize were mapped on chromosomes using PERL script and Adobe Illustrator Artwork software.

### RNA-seq analysis and identification of DEGs

The RNA-seq reads for each tissue were mapped to maize reference genome B73 using the Tophat [58]. Then the differentially expressed genes between drought processed sample and well-water processed sample in three tissues were extracted after processing Cufflinks and Cuffdiff (http://cufflinks.cbcb.umd.edu/manual.html).

We identified differentially expressed genes (DEGs) by fold change greater than two and p-value≤0.05.

Our raw data and the processed RNA-seq data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE71377).

### GO Analysis and Functional classification

We used an online tool Venn (http://bioinfogp.cnb.csic.es/tools/venny/index.html) to compare the DEGs in three tissues. The cluster was done by cluster3.0 using the Complete linkage method. The heatmap was drew by treeview and we chose the log2 (fold change) absolute value one as scale. Functional classification was performed by using the tool agriGO (http://bioinfo.cau.edu.cn/agriGO/). The functional clusters enrichment analysis was calculated by comparing with the whole maize genome V5a by Singular Enrichment Analysis (SEA) method, and the highest classification stringency was chosen for clustering by FDR≤0.05.

We used an interactive ontology tool PageMan to generate overview graphs for profiling experiments with maize database and a user-driven tool MAPMAN to display genomics data sets onto diagrams of metabolic pathways and other biological processes. The Wilcoxon test likes a t-test was used to test the hypothesis that objects within one functional class behave differently from the rest of the objects. The significance of the change is reflected in the intensity and the direction by the color. The number used to do the heatmap was calculated by p-value. All p-values above 0.05 are set to a z-score of 0 to avoid misinterpretation. A highly saturated color indicates a high absolute value, whereas smaller values are indicated by lower color saturation. The two different colors can be selected to distinguish between categories where the average of the signals for all the genes in a category increases (red) or decreases (blue).

### Co-expression analysis

We carried out pathway enrichment analysis by KAAS (http://www.genome.jp/tools/kaas/) for our DEGs in three tissues with Arabidopsis database. 14 common regulated pathways and 5 tissue specific regulated pathways were used for the heat map show. An R package WGCNA was used for our sequenced maize transcripts. We kept the transcripts by at least FPKM>0.1 in six samples. Firstly, we obtained the DEGs in each selected pathways and the co-expressed MAPKKKs and the co-expression score between each two genes. Secondly, the cutoff of 0.2 was used to select co-expression level in all the three tissues and a standard Z-score for each term is given by the following formula: $Z=(Sm-\mu )\times \sqrt{m}/\delta$, where Sm is the mean co-expression value for genes selected with the cutoff, μ is the mean co-expression value of the entire gene list from WGCNA, m is the number of MAPKKK genes co-expressed with the DEGs, and δ is the SD of the co-expression value in the entire gene list [3]. A cutoff value of 0.2 was used to select highly co-expression events.

### Genes specific primers

First-strand cDNA was used as a template in a qRT-PCR synthesized from 5μg total RNA using the SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen Corp.). The endogenous reference zSSIIb from *zea mays* starch synthase II was used as an internal control to normalize the data. The eight genes specific primers which designed based on the cDNA sequences were used to detect the gene expression level. The qRT-PCR primers were check the specification by NCBI primer-BLAST and validated by PCR(S4 File).

## Results

### Physical location and phylogenetic analysis of MAPKKKs in maize

To identify MAPKKK genes in maize, the Arabidopsis and rice MAPKKK protein sequences were employed to perform a BLAST search against the protein sequences of maize B73. In maize, 71 MAPKKKs were identified, including 57 reported MAPKKKs [57] and 14 novel ones (Table A in S1 File), which were basically consistent with previous research. These reported MAPKKKs were named according to the foregoing study [57], while since there was no standard nomenclature followed for MAPKKKs neither in Arabidopsis nor in rice, the 14 putative MAPKKKs were designated according to their group (Table A in S1 File).We obtained the chromosomal locations of these 71 MAPKKKs, and the predicted subcellular localization was determined from the CELLO v2.5 server (Table A in S1 File). The physical location data showed that 70 MAPKKKs were distributed on all 10 maize chromosomes (Fig 1D), except the *GRMZM2G011070* (*ZmMAPKKK29*) gene, which was situated on an undetermined chromosome (chromosome unknown). Among the 14 novel MAPKKKs, *GRMZM2G459824* (*ZmMAPKKK75*) was located on chromosome 1; *GRMZM2G404078* (*ZmMAPKKK76*) and *GRMZM2G335826* (*ZmMAPKKK77*) were located on chromosome 3; and *GRMZM2G158860* (*ZmMAPKKK78*), *GRMZM2G032619* (*ZmMAPKKK81*) *GRMZM2G002531* (*ZmMAPKKK85*), *GRMZM2G028709* (*ZmMAPKKK86*) and *GRMZM5G852329* (*ZmMAPKKK87*) were located on chromosome 4. *GRMZM2G127632* (*ZmMAPKKK88*) was located on chromosome 5. Chromosome 6 contained *AC204050*.4 (*ZmMAPKKK79*). Chromosome 7 contained *GRMZM2G034779* (*ZmMAPKKK82*) and *GRMZM2G023444* (*ZmMAPKKK83*). *GRMZM2G072395* (*ZmMAPKKK84*) was located on chromosome 8. *GRMZM2G378852* (*ZmMAPKKK80*) was located on chromosome 9.

**Fig 1:**
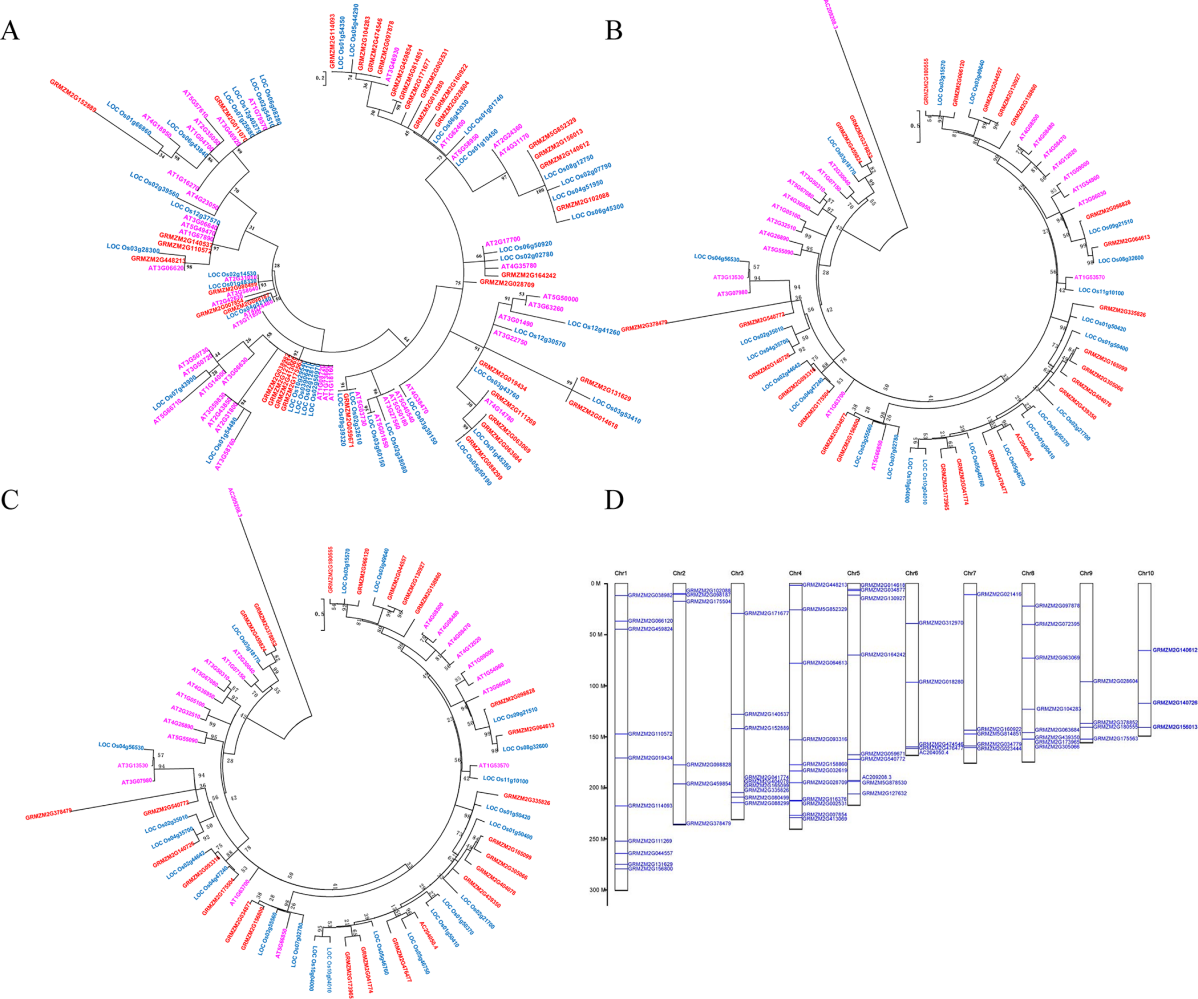
Phylogenetic tree and genomic locations of maize, rice and Arabidopsis MAPKKK family genes. The different colors represent three species. Red represents maize, blue represents rice, and pink represents Arabidopsis. (a). Raf subfamily. (b). MEKK subfamily. (c). ZIK subfamily. (d). Physical locations of MAPKKK genes on maize chromosomes.

The phylogenetic analysis was performed using the protein sequences in Arabidopsis, rice and maize. We aligned the full protein sequences of all the MAPKKKs in Arabidopsis, rice and maize using ClustalW, and we built a phylogenetic tree using MEGA5.0 (Fig 1). We identified 80 MAPKKKs in Arabidopsis and 75 MAPKKKs in rice [25, 35, 37], which could be subdivided into three major subtypes, Raf, MEKK and ZIK [30]. Based on the subtypes subdivided in a recent analysis, the MAPKKKs in maize could also be divided into three major groups, including Raf, MEKK and ZIK. The MEKK group included 26 MAPKKKs in maize, 22 MAPKKKs in rice, and 21 MAPKKKs in Arabidopsis. The ZIK group included 8 MAPKKKs in maize, 10 MAPKKKs in rice and 11 MAPKKKs in Arabidopsis. The Raf group included 37 maize MAPKKKs, 43 rice MAPKKKs and 48 Arabidopsis MAPKKKs. As the results indicated, MAPKKKs are highly conserved among plants. Furthermore, the degree of conservation in the three subfamilies was also very high, and the numbers were similar in species that may have similar functions. Similar to the conservation of the MAPKKK motif in Arabidopsis and rice, the ZIK family in maize shared the conserved domain GTPEFMAPE (L/V) (Y/F) (Fig A(a) in S5 File), and the MEKK family in maize had the conserved domain G (T/S) Px (W/F) MAPEV (Fig A(b) in S5 File). Furthermore, the conserved domain GTxx (W/Y) MAPE was detected in the Raf family in maize (Fig A(c) in S5 File).

### RNA-seq analysis of well-watered and drought-stressed maize transcriptomes in three tissues

The maize variety ZD619 was selected to analyze differentially expressed genes in response to drought stress (Fig 2A). 

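RNA was sequenced from leaf, stem and root of the hybrid ZD619 in control plants, kept at 80% of relative soil water content (RSWC), and in drought plants at 35% of RSWC. The paper states that drought began in seedlings 3 weeks old, that each treatment had 2 replications and that the RNA came from 4 plants. The sample labels give a stage of 2 to 3 leaves, and the legend of Fig 2A gives the 8 leaf stage. The deposited data hold 1 library per tissue and treatment, 6 libraries in all, so no replicate check was possible and no value has an error between replicates. The paper states that the reads were mapped to the B73 genome with TopHat and processed with Cufflinks and Cuffdiff. The tables hold FPKM, the number of fragments on a gene scaled by transcript length and by the number of mapped fragments. Each tissue has its own table with a control and a drought column for the same 109715 gene identifiers. The separate tables were taken as normalized within each pair of libraries, so fold changes were computed within a tissue. Read counts are not part of these tables. The paper's Table C gives 18084389 aligned reads for leaf control, 14876284 for leaf drought, 17051719 for stem control, 22317412 for stem drought, 17785168 for root control and 18219524 for root drought. The FPKM values summed to 816752 in leaf control, 703757 in leaf drought, 684951 in stem control, 723043 in stem drought, 544251 in root control and 908668 in root drought. Between 37881 genes (leaf drought) and 40428 genes (root control) had an FPKM above 0. Fold changes of single genes were recomputed as drought over control FPKM without a pseudocount, and a gene at 0 in 1 library counted as changed. For medians over many genes, 0.1 FPKM was added to both values, and genes with a mean of at least 0.1 FPKM over the pair were kept. The tables hold no p-values, so every p is the authors' own from S2 File.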

RNA samples from leaf, root and stem tissues of ZD619 under well-watered and drought stress conditions were isolated for next-generation sequencing using the Illumina HiSeq 2000 platform. The raw data included ~40 million reads from each sample. The quality of the sequencing data is very well. The Q20 which represents for the percentage of the base whose quality is greater than 20 is approximately 98%. And the Q30 can also be around 93%. (Table B in S1 File) After trimming the adaptor and low-quality reads, approximately 85% of the processed data could be aligned to the B73 reference using TopHat [58] (Table C in S1 File). 

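A gene passed the paper's rule when its FPKM changed more than 2-fold and S2 File listed it with an authors' p of at most 0.05. Under this rule 5319 genes passed in at least 1 tissue, of which 4602 passed in a single tissue and 668 in a pair of tissues. Without the p, 35840 genes changed more than 2-fold in at least 1 tissue, and no other alternative moved this count further. The FPKM values in S2 File were equal to those in the tables for every listed gene.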

Then, using Cuffdiff, 5,866 differentially expressed genes (DEGs) were identified in leaf, stem and root (S2 File). Among them, 2,319 DEGs were identified in leaf, including 1,206 that were up-regulated and 1,113 that were down-regulated. 

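In leaf, 882 genes passed the rule with a rise and 651 with a fall. The paper's leaf list also holds 324 rising and 462 falling genes with an authors' p over 0.05, which these counts leave out, and 222 of them have an authors' p of 1. A leaf gene off the list could not pass, whatever its p. If the list and its p-values come from different runs of the authors' program, the leaf counts and those over several tissues may be too low. Named by size of change among passing genes with at least 10 FPKM in the higher library, the top rises were GRMZM2G053669 and AC220927.3_FG007. The first (asn3 in the reference) rose from 0.145 to 186 FPKM, and the second was listed at 0 in control and at 66.5 FPKM in drought. The top falls were GRMZM2G392863, at 62.0 FPKM in control and listed at 0 in drought, and GRMZM2G073969, which fell from 449.8 to 0.823 FPKM. The median log2 fold change of the 37063 expressed leaf genes was -0.01.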

2,371 DEGs were identified in stem, including 1,057 that were up-regulated and 1,314 that were down-regulated. 

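All genes of the paper's stem list have an authors' p of at most 0.05, so 1057 genes passed with a rise and 1314 with a fall. With 1 FPKM added to both values, 824 rises and 1018 falls were left. The genes named by the same rule as in leaf were all listed at 0 in 1 of the libraries. GRMZM2G069938 was at 38.6 FPKM and GRMZM2G073290 (betl4) at 16.3 FPKM in drought, both listed at 0 in control. GRMZM2G500167 was at 78.1 FPKM and GRMZM2G123497 at 21.2 FPKM in control, both listed at 0 in drought. Over 36265 expressed stem genes, the median log2 fold change was 0.06.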

2,181 DEGs were also identified in root, including 1,544 that were up-regulated and 637 that were down-regulated (Table 1, S3 File, Fig C in S5 File).

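In root, 1544 genes passed with a rise and 637 with a fall, so 70.8% of the passing genes rose. The named rises were GRMZM5G851266, from 0.599 to 376 FPKM, and GRMZM2G065585 (geb1), from 5.28 to 2102 FPKM. Among the falls, GRMZM2G307908 was at 69.5 FPKM in control and listed at 0 in drought, and GRMZM2G096475 fell from 64.5 to 0.0725 FPKM. The median log2 fold change of the 37859 expressed root genes was 0.27, so a root gene at the middle of the distribution was listed higher in drought. Of the expressed root genes with more than a 2-fold change, whatever the authors' p, 62.0% rose. Subtracting the median evens this split in large part by construction, to 49.6%. With 1 FPKM added to both values, 70.6% rose, and 58.6% after the median was subtracted.

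**Figure D1:**
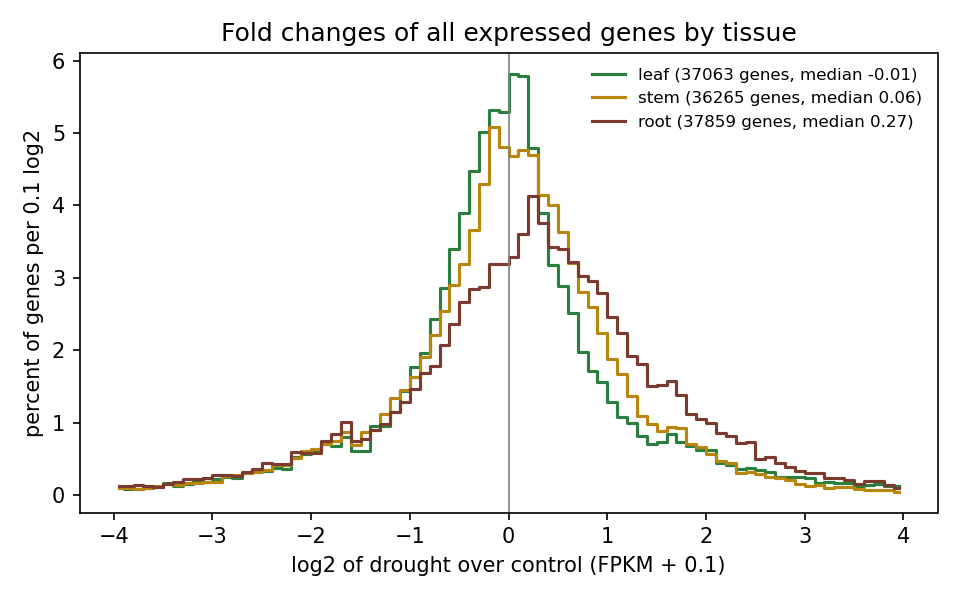
Distribution of the log2 of drought over control, with 0.1 FPKM added to both values, over the expressed genes of each tissue (x axis, log2; y axis, percent of genes per step of 0.1). The median of the root curve lies at 0.27, and 2.49% of leaf, 1.55% of stem and 2.83% of root genes lie outside the plotted range.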

**Fig 2:**
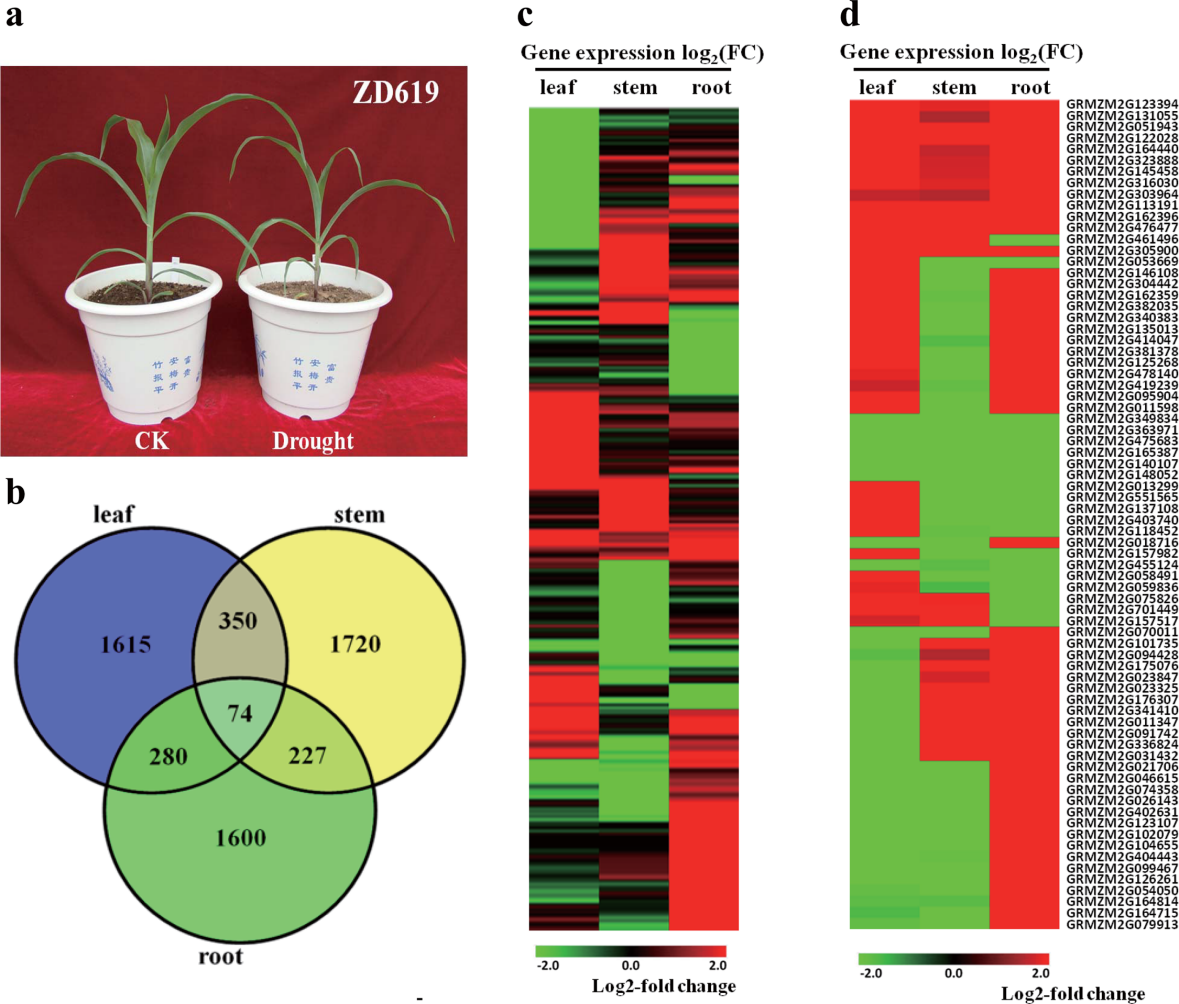
Differentially expressed genes in leaf, stem, and root based on RNA-seq data. (a). The growth phenotypes of ZD619 in the eight leaf stage under drought and well-water conditions. The well water-treated plant was shown on the left and drought-treated plant was shown on the right in the picture. (b). Venn diagram of DEGs in leaf, stem, and root. (c). Heat map of 5,866 DEGs in the three tissues. The genes in at least one of the subsets were analyzed. The bar represents the log2 of the drought/control ratio. (d). Heat map of 74 DEGs in the three tissues. The bar represents the log2 of the drought/control ratio.

**Table 1:** Differentially expressed genes (drought vs. control).

Tissue	Up-regulated	Down-regulated
leaf	1,206	1,113
stem	1,057	1,314
root	1,544	637

Through comparing the DEGs in leaf, stem and root, we found that only 74 genes were commonly regulated in all three tissues in response to drought, which suggested that these genes may play key roles during drought stress and that most of these genes were tissue-specific (Fig 2B). 

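With the authors' p of at most 0.05 required in each tissue, 49 genes passed in all 3 tissues. If the sets of the tissues were independent, 3.75 of the genes above 0.1 FPKM in at least 1 library would be shared. Without the p, 4117 genes changed more than 2-fold in every tissue, the largest move among the alternatives. Leaf and stem shared 268 passing genes against 79.0 for independent sets, leaf and root 246 against 72.7, and stem and root 301 against 112. Genes passing in a single tissue had a median of 4.47 FPKM, averaged over the libraries of all tables, and the genes passing in all tissues a median of 19.9 FPKM.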

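Across genes, the log2 fold changes were compared between each pair of tissues, over genes expressed in both. Leaf and stem gave a Pearson's r of -0.02 and a Spearman's rho of -0.04 over 32942 genes. For leaf and root r was -0.08 and rho was -0.10 over 32804 genes, and for stem and root r was -0.01 and rho was 0.04 over 32900 genes. No p is given because genes are not independent replicates. Over genes with a mean of at least 10 FPKM, rho was -0.21 for leaf and root, 0.20 for stem and root and -0.10 for leaf and stem. With genes of at least 1 FPKM, the rho of leaf and root was -0.13, and stem and root had an r of 0.01, of the opposite sign.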

The heat map of the DEGs also demonstrated significant differences among the three tissues (Fig 2C). Out of those genes, there are 74 genes commonly regulated in the three tissues, approximately half of them were oppositely regulated in different tissues, which also indicated a large difference in the manner of regulation in different tissues (Fig 2D). 

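Of the 49 genes, 8 rose in every tissue, 5 fell in every tissue and 36 (73.5%) differed in direction between tissues. The tissues' own shares of rising genes would give 75.0% with differing direction if directions were unrelated. Between leaf and stem, 135 of the shared genes moved in the same direction (50.4%), between leaf and root 125 (50.8%), and between stem and root 139 (46.2%). GRMZM2G051943 rose in all 3 tissues, from 0.0600 to 6.19 FPKM in leaf, from 8.52 to 45.4 FPKM in stem and from 99.2 to 444 FPKM in root. GRMZM2G455124 fell in all 3, from 13.0 to 2.94 FPKM in leaf and from 3.80 to 1.10 FPKM in stem, and was listed at 1.22 FPKM in root control and at 0 in root drought. GRMZM2G162359 rose from 0.272 to 5.30 FPKM in leaf and from 11.4 to 65.7 FPKM in root, but fell from 2.09 to 0.549 FPKM in stem. GRMZM2G137108 rose from 10.7 to 50.5 FPKM in leaf and fell from 173 to 29.6 FPKM in stem and from 18.3 to 3.16 FPKM in root.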

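The FPKM of ZmMAPKKK20 (GRMZM2G476477, on chromosome 6 in the paper's Table A) rose from 0.0919 to 1.59 in leaf, a log2 fold change of 4.12, with an authors' p of 0.1613. In stem it rose from 0.0858 to 1.72 FPKM (log2 fold change 4.33), with an authors' p of 0.000743. In root it rose from 1.46 to 9.48 FPKM (log2 fold change 2.70), with an authors' p of 0.0175. It therefore passed the rule in stem and root. With 1 FPKM added to both values, the log2 fold changes were 1.25 in leaf, 1.33 in stem and 2.09 in root, since the leaf and stem controls lie under 0.1 FPKM.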

Among the 74 highly significant co-regulated genes, *GRMZM2G476477* (*ZmMAPKKK20*) is a member of the MAPKKKs, which showed significant up-regulation in all three tissues. In addition, it has been reported that *GRMZM053669*, *GRMZM011598* and *GRMZM059836* were up-regulated under dehydration conditions [59]. *GRMZM2G051943* is a gene related to plant defense [60]. *GRMZM2G162359* is a gene related to *Aspergillus flavus* pathogenesis [61]. *GRMZM2G137108* and *GRMZM2G455124* are required for leaf development [62]. *GRMZM2G419239* and *GRMZM2G341410* are involved in cell wall-related biogenesis [63].

In maize, 9 MAPKKs and 19 MAPKs have been identified [38–45]. Among the 5,866 DEGs, *GRMZM2G344388* (ZmMKK10-2) is a member of MAPKK family[45], *GRMZM2G053987* (ZmMPK3-1) and *GRMZM2G062761* (ZmMPK15) are two members of MAPK family[44]. However, ZmMKK10-2 had no interaction with ZmMPK3-1 or ZmMPK15 [45]. 

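ZmMKK10-2 (GRMZM2G344388) rose from 11.0 to 36.1 FPKM in leaf, fell from 12.4 to 3.28 FPKM in stem and rose from 27.9 to 57.8 FPKM in root. Its log2 fold changes were 1.71, -1.92 and 1.05, and 0.78 in root relative to the median of root genes. ZmMPK3-1 (GRMZM2G053987) rose from 16.3 to 52.1 FPKM in leaf, fell from 26.1 to 6.22 FPKM in stem and rose from 53.5 to 132 FPKM in root. Of these changes in both genes, only the falls in stem are in S2 File, with authors' p of 0.0334 for ZmMKK10-2 and 0.0148 for ZmMPK3-1. ZmMPK15 (GRMZM2G062761) fell from 1.49 to 1.02 FPKM in leaf and from 3.17 to 1.29 FPKM in stem, and rose from 1.52 to 14.0 FPKM in root. For ZmMPK15, only the rise in root is listed there, with an authors' p of 0.00449.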

ZmMKK10-2, ZmMPK3-1 and ZmMPK15 were up-regulated in leaf and stem but down-regulated in root under drought conditions. Significantly, we have found other highlighted members of the cascade, MAPKK and MAPK differentially expressed in their transcriptome levels.

Then, a GO analysis was conducted with respective DEG terms in the three tissues using the agriGO tool (see methods). Four GO classifications were commonly enriched after comparison among the three tissues, including response to stimulus, oxidation-reduction, polysaccharide metabolic process and metabolic process. The numbers of genes enriched in the three tissues for each commonly enriched GO classification were similar, and only a fraction of these overlapped among the three tissues. For example, there were 190, 167, and 167 genes enriched in leaf, stem and root, respectively, in the “response to stimulus” classification, but only 8 genes were the same, which accounted for approximately 5% of the number in each gene set. Correspondingly, there were 5.8%, 6.3%, and 4.4% commonly enriched genes in leaf, stem and root for oxidation-reduction, polysaccharide metabolic process and metabolic process, respectively. Seven GO classifications were enriched in two tissues. For example, response to chemical stimulus, response to stress and carbohydrate metabolic process were enriched in leaf and root; and cellulose biosynthetic process, cellulose metabolic process, multicellular organismal process and response to abiotic stimulus (which contains drought stress) were enriched in leaf and stem (Fig 3). Furthermore, 74 GO classifications were tissue specific, especially metabolism-related classifications (Fig B in S5 File). 

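The gene symbols of the reference name 15 cellulose synthase genes, a list set after the tables were seen and before its values were read. The reference covers 17.1% of the gene identifiers, so this list is a part of the cellulose genes. In leaf, 12 of them were expressed, with a median log2 fold change of -1.38, below all of the 10000 random lists of genes with like mean FPKM; 10 fell, 6 of them past the rule. In stem the median was 1.64, above every random list, with 14 genes rising and 4 past the rule. In root the median of 0.54 lay at percentile 54.1 of the random lists, whose own median was 0.51.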

Our results suggested that different tissues of plants may have similar stress signal reception and conduction pathways, yet the tissue-specific genes had a greater impact on plant growth and development.

**Fig 3:**
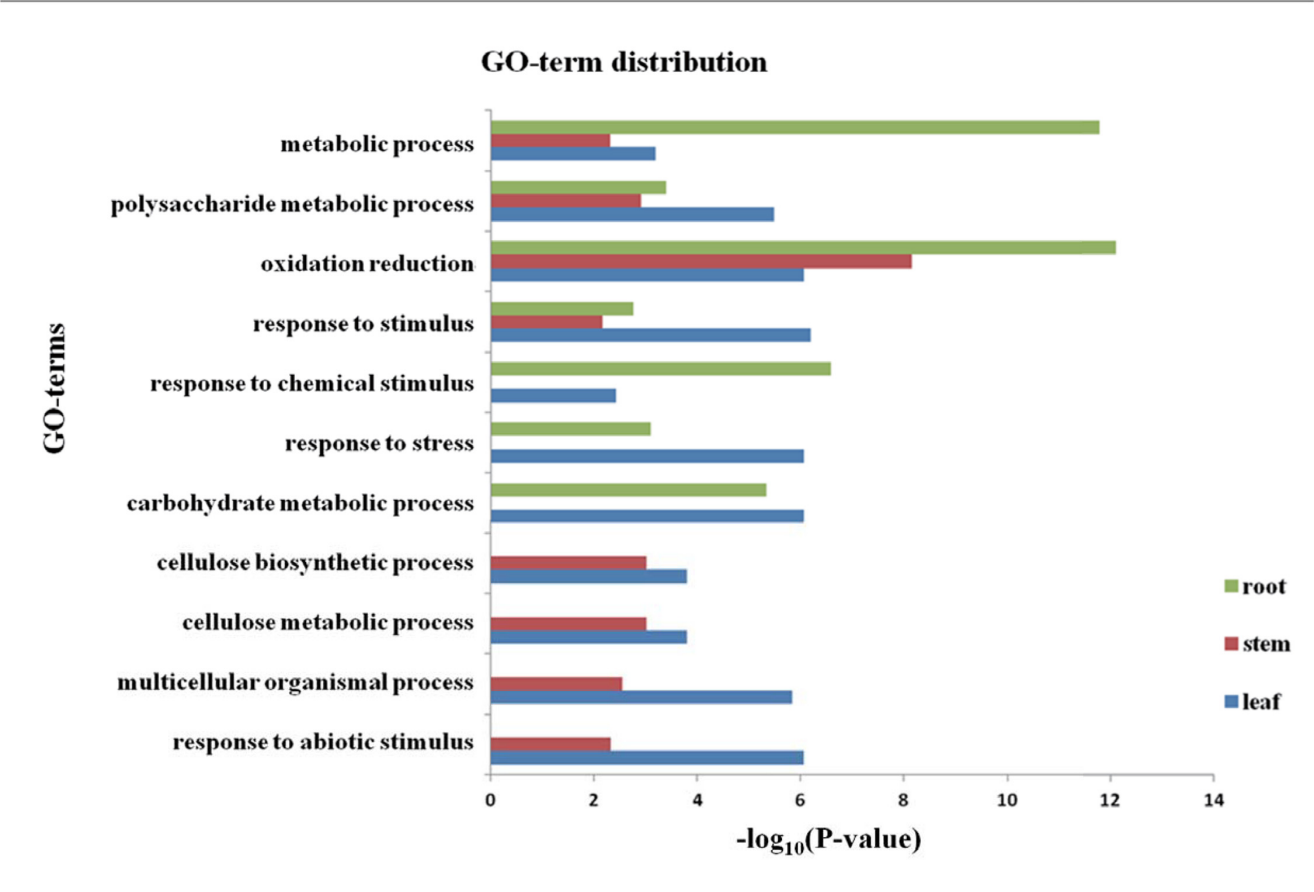
Functional categorization of differentially expressed genes (DEGs) in three tissues. The top four GO terms are functional categorizations (biological process) of the DEGs that were enriched in all three tissues, and the lower seven GO terms are functional categorizations (biological process) of the DEGs enriched in two tissues. The enrichment figure was constructed from significantly enriched GO terms only. The X-axis is the -log_10_ (p-value), which represents the level of enrichment, and the cutoff of the p-value is 0.05. Blue represents leaf tissue, red represents stem tissue, and green represents root tissue.

### MAPKKK genes revealed apparently different expression profiles in different tissues

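The tables held values for 69 of the 71 MAPKKKs. In leaf, ZmMAPKKK19, ZmMAPKKK56 and ZmMAPKKK79 passed the rule, all with a rise. In root, ZmMAPKKK17, ZmMAPKKK19, ZmMAPKKK20 and ZmMAPKKK21 passed, all with a rise. In stem, ZmMAPKKK18, ZmMAPKKK20, ZmMAPKKK21, ZmMAPKKK22 and ZmMAPKKK79 passed with a rise, and ZmMAPKKK26 and ZmMAPKKK73 passed with a fall. ZmMAPKKK18 (GRMZM2G305066) was listed at 0 in stem control and at 1.08 FPKM in stem drought, with an authors' p of 0.0191. ZmMAPKKK20 in leaf is in S2 File with an authors' p over the limit of 0.05, whereas ZmMAPKKK18 in leaf and ZmMAPKKK19 in stem are not in it. By fold change alone, 8 MAPKKKs rose and 2 fell in leaf, 11 rose and 4 fell in stem, and 25 rose and 3 fell in root. These counts set no limit on low FPKM and do not subtract the median of all root genes. ZmMAPKKK56 in root, for example, had a log2 fold change of 1.19, and of 0.92 relative to that median.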

Among all the MAPKKK genes, four genes (*ZmMAPKKK18*, *ZmMAPKKK19*, *ZmMAPKKK20* and *ZmMAPKKK56*) in leaf, three genes (*ZmMAPKKK19*, *ZmMAPKKK20* and *ZmMAPKKK21*) in root, and seven genes (*ZmMAPKKK18*, *ZmMAPKKK19*, *ZmMAPKKK20*, *ZmMAPKKK21*, *ZmMAPKKK22*, *ZmMAPKKK26* and *ZmMAPKKK73*) in stem revealed significantly differential expression in response to drought stress. A comprehensive analysis of these three tissues revealed that eight MAPKKK genes may be involved in the response to drought stress. 

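Over the 3 tissues, 10 MAPKKKs passed the rule in at least 1 tissue, namely the genes with an asterisk in the paper's Table A together with ZmMAPKKK17 and ZmMAPKKK79. By fold change alone, 34 MAPKKKs changed more than 2-fold in at least 1 tissue. This includes genes near 0, such as ZmMAPKKK52, listed at 0 in stem control and at 0.0262 FPKM in stem drought. The median log2 fold change of the expressed MAPKKKs was 0.17 in leaf, at percentile 96.7 of random lists with like mean FPKM. In root it was 0.57 against 0.33 for the random lists (percentile 94.5), and 54 of 63 genes lay above 0. In stem it was 0.02 (percentile 41.0), and below 0 relative to the median of all stem genes. From the genes found significant in the 3 tissues together, the paper proposes that a set of MAPKKKs takes part in the response to drought stress.

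**Figure D2:**
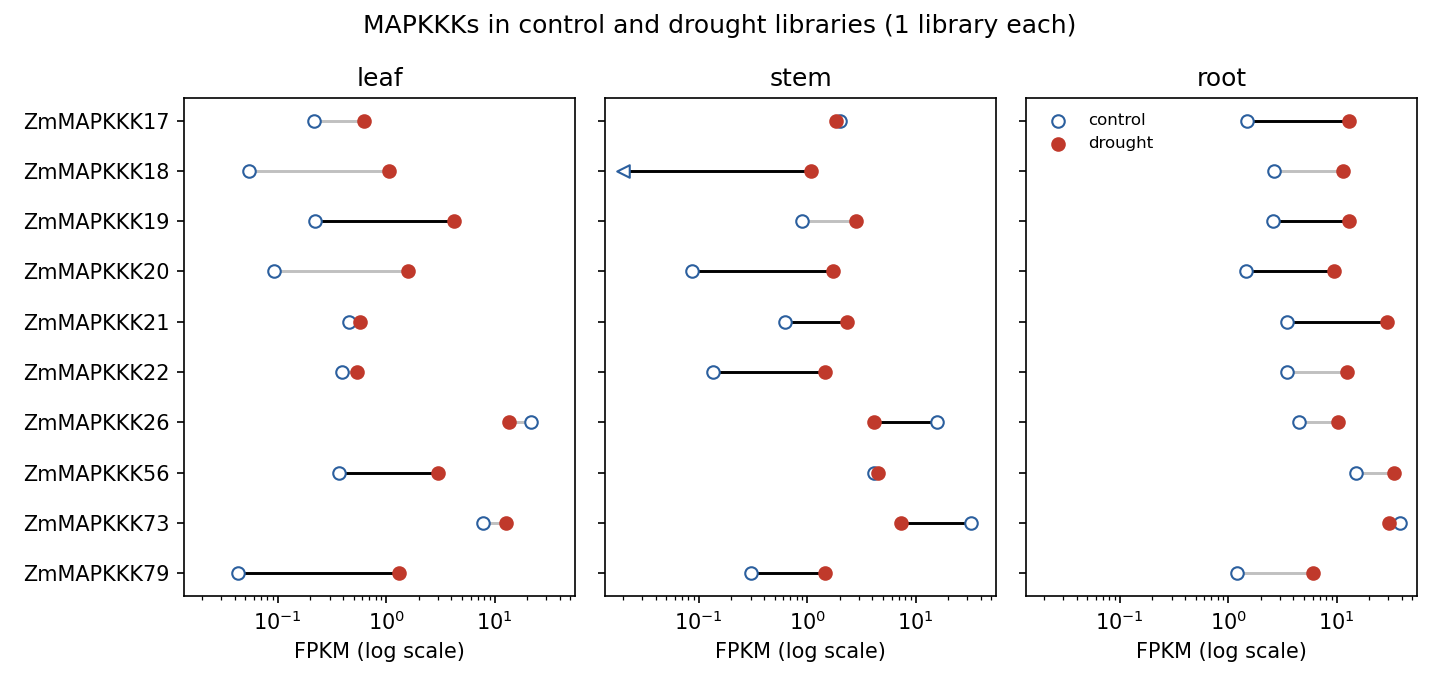
FPKM in control (open) and drought (filled) of the 10 MAPKKKs that passed the rule in at least 1 tissue (x axis, FPKM on a log scale; 1 library per point). Black lines join values that pass the rule and grey lines those that do not, and the open triangle at the left edge marks ZmMAPKKK18 listed at 0 in stem control.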

We conducted a cluster analysis of the three MAPKKK sub-families’ expression profiles, including the ZIK family genes(Fig 4A), the MEKK family genes (Fig 4B), and the Raf family genes(Fig 4C). 

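Of the MEKK genes measured, 7 of 26 (26.9%) passed the rule in at least 1 tissue. In the Raf subfamily 2 of 36 (5.56%) passed, ZmMAPKKK56 and ZmMAPKKK73, and in the ZIK subfamily 1 of 7 (14.3%), ZmMAPKKK26. By fold change alone, with no limit on low FPKM, 16 MEKK, 13 Raf and 5 ZIK genes changed more than 2-fold in at least 1 tissue. The median log2 fold change of the MEKK genes was 0.28 in leaf and 1.15 in root, the latter at percentile 99.97 of the random lists, and 0.88 relative to the median of root genes. With a pseudocount of 1 FPKM the root median was 0.63, and over genes with a mean of at least 1 FPKM the leaf median was 0.11 (percentile 76.4). In stem it was 0.03, and -0.11 over genes with a mean of at least 1 FPKM. The Raf medians were 0.00 in leaf, 0.01 in stem and 0.45 in root (percentile 63.6). The ZIK medians were 0.39 in leaf, -0.50 in stem and 0.49 in root, over 6 genes.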

The data suggested that most of the differentially expressed MAPKKKs belonged to the MEKK family. We detected an important gene, *GRMZM2G165099* (*ZmMAPKKK19*), which was predicted to function similar to NPK1 (*Nicotiana* protein kinase), in the MEKK sub-family. The expression of Nicotiana protein kinase (NPK1) has been shown to enhance drought tolerance in transgenic maize [19, 20]. 

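ZmMAPKKK19 (GRMZM2G165099, on chromosome 3 in the paper's Table A) rose from 0.222 to 4.18 FPKM in leaf, with an authors' p of 0.0386. In stem it rose from 0.904 to 2.85 FPKM and is not in S2 File. In root it rose from 2.60 to 12.9 FPKM, with an authors' p of 0.0332. The log2 fold changes were 4.23 in leaf, 1.66 in stem and 2.31 in root. With 1 FPKM added to both values they were 2.08, 1.02 and 1.95.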

In our results, *ZmMAPKKK19* showed an up-regulation pattern in all three tissues, especially in root, which is in accordance with the previous research.

**Fig 4:**
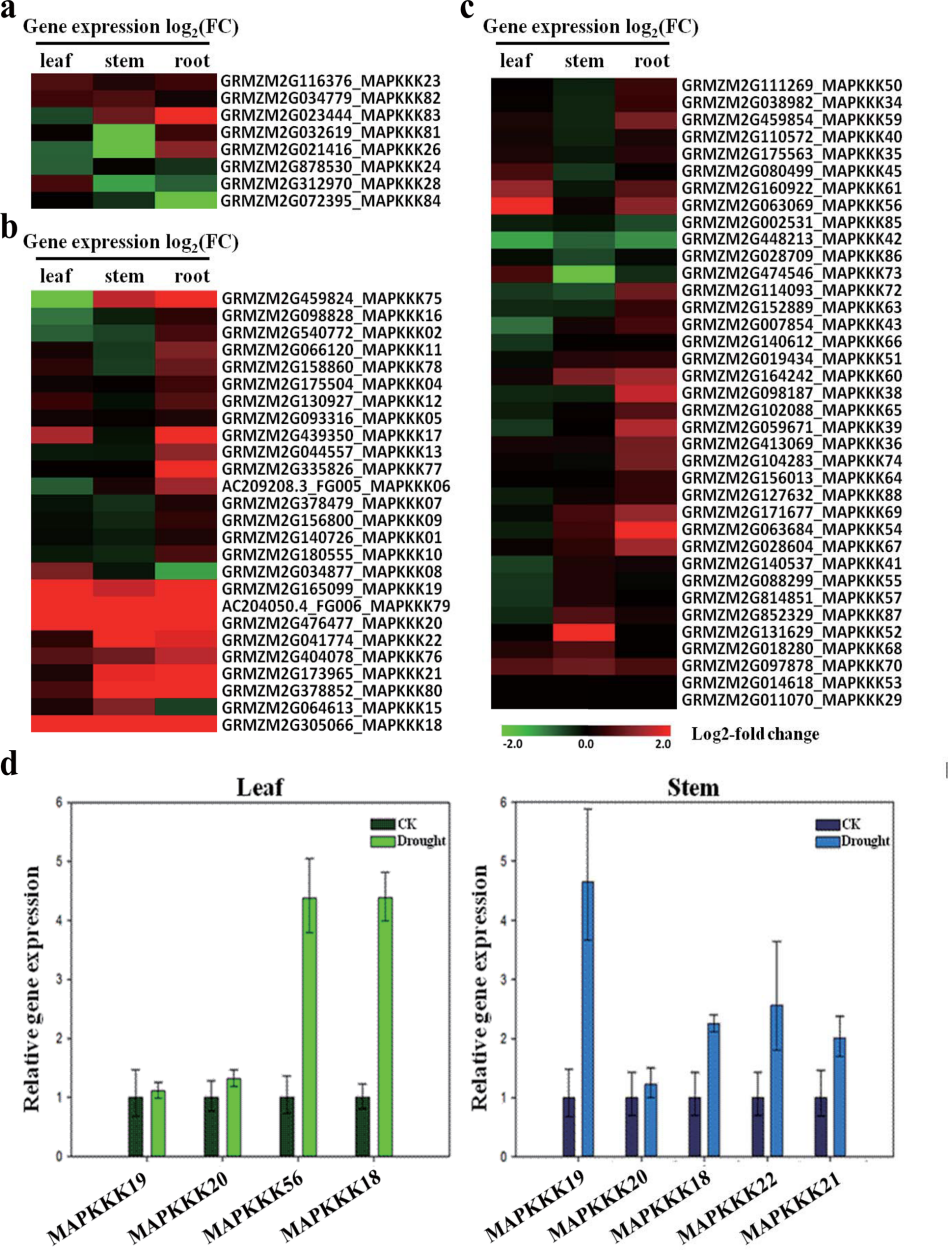
Differential expression of MAPKKKs identified by RNA-seq and qRT-PCR. (a, b and c). Expression patterns of 71 MAPKKK genes in the three tissues. (a). ZIK family genes. (b). MEKK family genes. (c). Raf family genes. (d). Relative expression levels of the MAPKKK genes in various tissues based on qRT-PCR analysis. The expression in leaf is shown on the left. The expression in stem is shown on the right.

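Among the MAPKKKs predicted to lie in the chloroplast in the paper's Table A, 6 of the 15 measured passed the rule in at least 1 tissue. This compares with 2 of 14 predicted in the cytoplasm and 2 of 35 in the nucleus. All 6 belong to the MEKK subfamily, so predicted place and subfamily are not told apart here. In leaf, ZmMAPKKK17 (GRMZM2G439350) rose from 0.218 to 0.627 FPKM and ZmMAPKKK18 from 0.0543 to 1.06 FPKM, and neither is on the paper's leaf list. Their log2 fold changes were 1.53 and 4.28, and 0.42 and 0.96 with 1 FPKM added to both values. ZmMAPKKK79, matched to AC204050.4_FG006, rose in leaf from 0.0430 to 1.33 FPKM, a log2 fold change of 4.95, with an authors' p of 0.0291. With 1 FPKM added to both values, this log2 fold change was 1.16.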

According to the subcellular localization results (Table A in S1 File) and the expression patterns shown in Fig 4B, the highly up-regulated MAPKKKs in leaf, *ZmMAPKKK17*, *ZmMAPKKK18*, *ZmMAPKKK19*, *ZmMAPKKK20* and *ZmMAPKKK79*, were all located in the chloroplast, which is similar to the genetic mode of their expression in leaf. The results indicated that MAPKKKs may play an important role in drought-related stress. In addition, the pattern of the functional MAPKKKs displays clearly high expression under drought.

Some of the differentially expressed genes in leaf, root, and stem of ZD619 that were identified using RNA-seq were confirmed by qRT-PCR to validate whether these genes were connected with the drought response (Fig 4D). In leaf, the expression levels of *ZmMAPKKK18* and *ZmMAPKKK56* were markedly up-regulated, with greater than 4-fold increases, whereas the changes in *ZmMAPKKK19* and *ZmMAPKKK20* were not significant and were less than two-fold. The expression of genes in stem showed a slight increase in *ZmMAPKKK20*. The expression levels of *ZmMAPKKK18*, *ZmMAPKKK19*, *ZmMAPKKK21* and *ZmMAPKKK22* were up-regulated in stem.

### DEGs were enriched in different pathways in response to drought stress

As the above results showed, different tissues showed different responses to drought stress, and the DEGs in the three tissues represented distinct functional categories. Several MAPKKKs were including among the DEGs affected by drought. We investigated how drought regulated the differentially expressed genes, particularly the MAPKKKs, using PageMan to categorize the drought-mediated gene expression data for leaf, stem and root tissues into known metabolic pathways and different regulatory processes (Fig 5).

**Fig 5:**
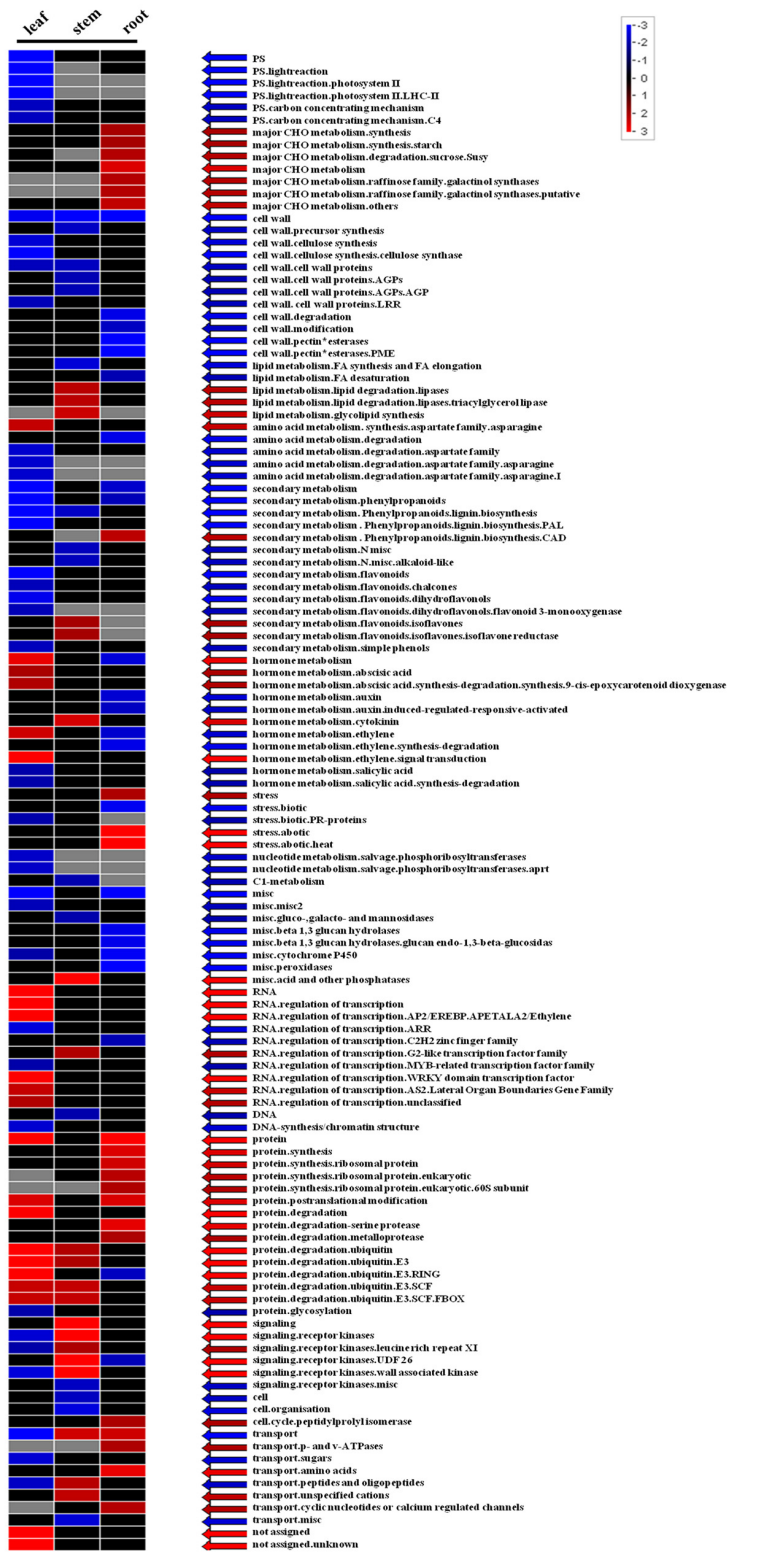
Pathway enrichment of differentially expressed genes involved in different regulatory processes under drought stress. A q-value cutoff of 0.05 was used to select enriched gene sets in all three tissues. The heat map represents the Z-scores obtained from a parametric analysis of gene set enrichment q-values for term enrichment. Red represents enriched genes in the treatment group that were over-represented compared with the control set. Blue represents the enriched genes in the treatment group that were under-represented compared with the control set. The absolute values represent the enrichment level. The bar represents the Z-score region from -3 to 3.

There were many DEGs enriched in hormone signaling, photosynthesis, CHO metabolism, secondary metabolic processes and regulation of transcription (Fig 5). Genes enriched in hormone signaling included more up-regulated genes in leaf and more down-regulated genes in root. 

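The classes used for these statements were not repeated here, because the reference holds gene symbols and no functional classes. A list of 85 genes whose symbols name auxin response, jasmonate, abscisic acid receptor or cytokinin response families served in their place. In leaf, 71 were expressed with a median log2 fold change of 0.21 (percentile 99.8 of the random lists), while 3 passed the rule with a rise and 8 with a fall. Without the filter on low FPKM the leaf median was 0. In root, 77 were expressed with a median of 0.65 (percentile 93.0) against 0.45 for the random lists, and 14 passed with a rise and 0 with a fall. In stem the median was -0.02, and 5 passed with a rise.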

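The reference symbols name 16 photosystem and light-harvesting genes. In leaf all 16 fell, with a median log2 fold change of -2.26 that lay below every random list with like mean FPKM, and 4 passed the rule. Their median FPKM in leaf was 557 in control and 201 in drought. For the stem libraries, in a table of their own, it was 1679 in control and 1437 in drought. In stem the median log2 fold change was -0.09 (percentile 9.32), with 7 genes rising and 9 falling. In root, where their median FPKM was 1.34 in control and 0.201 in drought, 12 of 13 expressed genes fell.

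**Figure D3:**
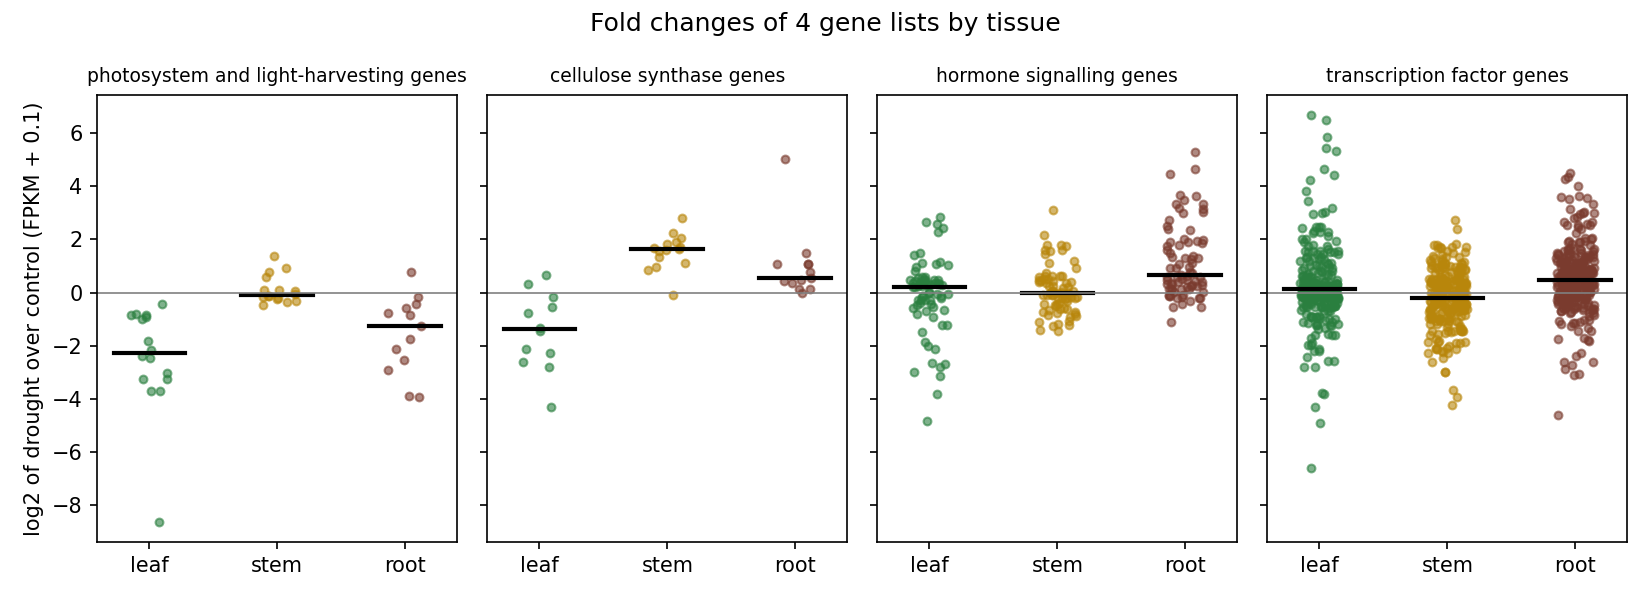
Log2 of drought over control with 0.1 FPKM added to both values (y axis) for the expressed genes of 4 lists of gene symbols, by tissue (x axis), with 1 point per gene and a black bar at the median. In leaf the photosystem and light-harvesting genes all lie below 0, around a median of -2.26.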

Genes enriched in photosynthesis included many down-regulated genes in leaf. Genes enriched in CHO metabolism included many up-regulated genes in root. Genes enriched in secondary metabolic processes included more down-regulated genes in the three tissues. 

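From the reference symbols, 322 genes of transcription factor families were listed, and their values were read after the list was set; the hormone signalling list also holds 21 of them. In leaf, 247 were expressed with a median log2 fold change of 0.12 (percentile 99.4 of the random lists), and 23 passed the rule with a rise and 8 with a fall. In stem, 260 were expressed with a median of -0.20, below every random list, and 5 passed with a rise and 18 with a fall. In root, 275 were expressed with a median of 0.47 against 0.31 for the random lists (percentile 97.8), and 19 passed with a rise and 3 with a fall. Without the filter on low FPKM the leaf median was 0 and the stem median -0.01.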

Genes enriched in regulation of transcription included more up-regulated genes in leaf and stem. To identify important enriched pathways in our DEGs, we analyzed an overview of enrichment in the metabolic processes TCA, starch synthesis and decomposition; proline metabolic pathways (Fig D in S5 File); and hormone signaling pathways (Fig E in S5 File). Genes that were significantly involved in metabolism were more down-regulated in leaf but more up-regulated in root. Genes that were significantly involved in regulation were more down-regulated in stem but up-regulated in leaf and root. These results suggested that the differential regulation of genes in different tissues may lead to particular patterns of regulation.

Furthermore, the overview of regulation revealed three regulated MAPKKKs (*ZmMAPKKK19*, *ZmMAPKKK20* and *ZmMAPKKK56*) in leaf, four regulated MAPKKKs (*ZmMAPKKK20*, *ZmMAPKKK21*, *ZmMAPKKK22* and *ZmMAPKKK26*) in stem, and four regulated MAPKKKs (*ZmMAPKKK17*, *ZmMAPKKK19*, *ZmMAPKKK20* and *ZmMAPKKK21*)in root. 

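ZmMAPKKK17 rose from 1.50 to 13.0 FPKM in root, a log2 fold change of 3.11, with an authors' p of 0.00635. In stem its FPKM was 2.00 in control and 1.84 in drought. ZmMAPKKK79 rose from 0.303 to 1.47 FPKM in stem, with an authors' p of 0.0358. Its stem log2 fold change was 2.28, and 0.92 with 1 FPKM added to both values. In root it rose from 1.21 to 6.08 FPKM and is not in S2 File. ZmMAPKKK18 rose from 2.66 to 11.4 FPKM in root and is not in the root list either.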

*ZmMAPKKK19* and *ZmMAPKKK20* were common in at least two tissues. They exhibited distinctly differential expression after drought stress (Fig 4B). According to the phylogenetic tree (Fig 1B), *ZmMAPKKK17*, *ZmMAPKKK19*, *ZmMAPKKK20*, *ZmMAPKKK21* and *ZmMAPKKK22* belong to the MEKK subfamily. These results indicated that MAPKKKs may have important regulatory functions in drought tolerance in maize.

### Co-expression analysis of DEGs and MAPKKKs

To examine patterns of correlation between the differentially expressed genes and MAPKKKs, we investigated their co-expression using WGCNA [64–66]. All 26,901 filtered transcripts were clustered using WGCNA to obtain an overview of their expression relationships. 

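In the tables, 27060 genes had more than 0.1 FPKM in each of the 6 libraries. With more than 1 FPKM required, 18967 genes remained. More than 0.1 FPKM in at least 1 library held for 45994 genes, the alternative that moved the count most.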

Networks and models for our data sets were constructed to determine the co-expression value between each pair of genes from our filtered data sets.

We focused on the MAPKKKs that were especially co-expressed with DEGs that were enriched in important pathways. After filtering with at least 10 genes, the most significant pathways could be identified, and most of these pathways coexisted in all three tissues. Then, we chose fourteen common and five tissue-specific pathways for further analysis. The heatmap in the left of Fig 6 shows the different co-expression patterns in the three tissues based on their Z-scores. The plant hormone signaling pathway categories oxidation stress, photosynthesis, starch and sucrose metabolism, arginine and proline metabolism, TCA cycle, auxin, cytokinin, gibberellin, ABA, ethylene, BR, jasmonic and salicylic acid presented high Z-scores in the co-expression analysis.

**Fig 6:**
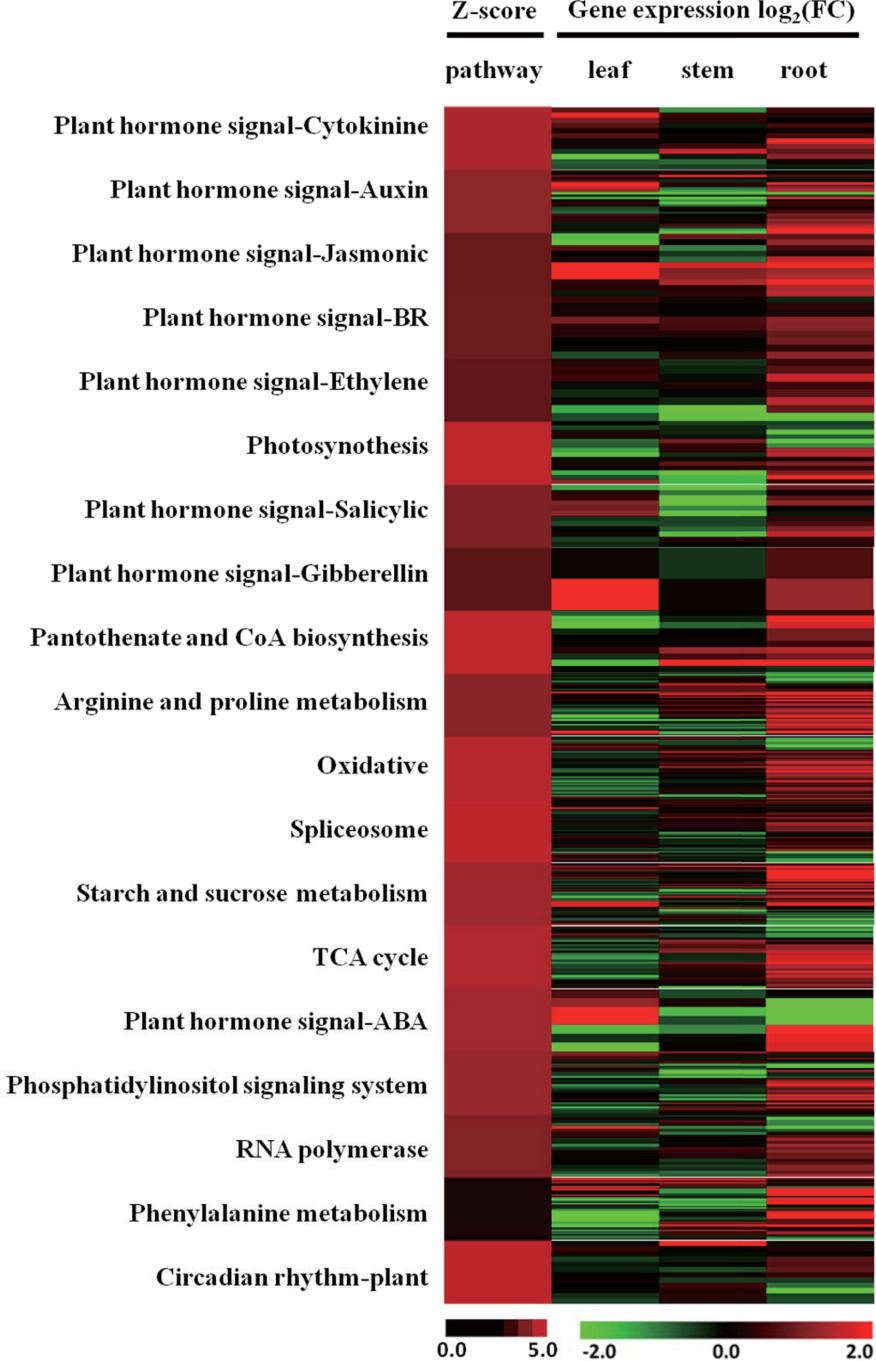
Co-expression analysis of tissue-specific DEGs and MAPKKK genes. The weight value obtained from the WGCNA package was used as a parameter for the parametric analysis of gene co-expression levels. A cutoff of 0.2 was used to select highly co-expressed genes in all three tissues. The left side of the heat map represents the Z-scores obtained from a parametric analysis of gene co-expression. The lower left bar represents the degrees of the Z-score scale. The right side of the heat map represents the expression patterns of the DEGs co-expressed with MAPKKKs that were enriched in the corresponding pathways on the left. The lower right bar represents the log2 of the drought/control ratio.

To better understand the relationships between the DEGs and MAPKKKs in the selected pathways, a heat map was constructed to study the expression patterns of single DEGs that were co-expressed with MAPKKKs corresponding to the nineteen enriched pathways (right in Fig 6). The data revealed that the DEGs were highly related to the MAPKKKs (Table D in S1 File). The DEGs that were co-expressed with MAPKKKs in these pathways also showed a broad differential expression pattern. It was found that most of the DEGs were up-regulated in root. In the high Z-score pathways, the photosynthesis pathway contained most of the down-regulated pathway-enriched DEGs, whereas the proline, ethylene and salicylic acids pathways contained many up-regulated pathway-enriched DEGs, especially in root.

Furthermore, thirteen co-expressed MAPKKKs were co-expressed with DEGs in the above nineteen enriched pathways; these MAPKKKs were *ZmMAPKKK11*, *ZmMAPKKK12*, *ZmMAPKKK13*, *ZmMAPKKK22*, *ZmMAPKKK34*, *ZmMAPKKK38*, *ZmMAPKKK39*, *ZmMAPKKK51*, *ZmMAPKKK56*, *ZmMAPKKK65*, *ZmMAPKKK72*, *ZmMAPKKK74* and *ZmMAPKKK83* (Table E in S1 File). 

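The tables gave a log2 fold change above 0 for all 13 of these MAPKKKs in root, from 0.36 to 2.53, and the same held after the median of all root genes was subtracted. Their root median was 1.08 with 0.1 FPKM added, at percentile 98.9 of random lists with like mean FPKM. The paper chose these genes by co-expression with its DEGs in the same libraries. The random lists do not take this choice into account, so the shared rise in root may follow from it in part. In leaf 6 of the 13 rose, from a lowest value of -0.48 to 3.04 for ZmMAPKKK56, and the list median was -0.01 (percentile 44.6). In stem 6 rose, with values from -0.60 to 3.43, the highest being ZmMAPKKK22, and the list median was -0.08 (percentile 30.2). None of the 13 passed the rule in root.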

Although some MAPKKKs were not found to be co-expressed with DEGs in any of the nineteen pathways, they may play roles in minor pathways under drought stress; these genes included *ZmMAPKKK19* and *ZmMAPKKK21*, among other. *ZmMAPKKK26* and *ZmMAPKKK73* play roles in several pathways. Our results confirmed that *ZmMAPKKK19*, *ZmMAPKKK21*, *ZmMAPKKK22* and *ZmMAPKKK56* were up-regulated in different tissues under drought conditions. *ZmMAPKKK56* in leaf and *ZmMAPKKK22* in stem revealed significantly differential expression in response to drought stress. 

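ZmMAPKKK56 (GRMZM2G063069, on chromosome 8 in the paper's Table A) rose from 0.366 to 3.02 FPKM in leaf, with an authors' p of 0.0206. In stem it was at 4.14 FPKM in control and 4.52 in drought, and in root at 15.0 and 34.2 FPKM. ZmMAPKKK22 (GRMZM2G041774, on chromosome 3 there) rose from 0.134 to 1.45 FPKM in stem, with an authors' p of 0.00361. In leaf it was at 0.389 FPKM in control and 0.543 in drought, and in root at 3.48 and 12.5 FPKM. Only the leaf rise of ZmMAPKKK56 and the stem rise of ZmMAPKKK22 are in S2 File.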

*ZmMAPKKK21* in stem and root, *ZmMAPKKK19* in all three tissues showed significantly differential expression under drought conditions. These MAPKKKs may be key regulators of the tolerance of plants to drought. 

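ZmMAPKKK21 (GRMZM2G173965) rose from 0.622 to 2.32 FPKM in stem, a log2 fold change of 1.90, with an authors' p of 0.0474. In root it rose from 3.52 to 29.4 FPKM, a log2 fold change of 3.06, with an authors' p of 0.00424. In leaf its FPKM was 0.450 in control and 0.567 in drought.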

The co-expressed DEGs in these nineteen pathways were very peculiar. Only three DEGs were co-expressed with MAPKKKs both in the oxidative and photosynthesis pathways, only five DEGs were co-expressed with MAPKKKs in both the oxidative and TCA pathways. The oxidative pathway, especially ROS, may be the most core element in drought stress. All the results revealed that MAPKKKs provide a link between gene response expression and drought tolerance. The drought stress-responsive MAPKKK genes may be crucial to maize under drought conditions.

### Differential expression levels of the eight MAPKKK genes in response to drought stress in maize

To understand the differences of eight MAPKKK genes in response to drought stress among various maize varieties, a hybrid ZD619 and eight inbred lines of maize were used to further qRT-PCR analysis and biomass determination (Table 2). Plant biomass and kernel yield are usually used as integrative indicators to judge the drought-tolerant potential of plants[67]. In this study, seedling biomass was regarded as a criterion to identify drought tolerance capability. The maize seedling biomass was measured as fresh weight and dry weight and subsequently calculated as drought tolerance index (DTI) to compare the drought response performance of various inbred lines. Results indicated that drought stress exhibited enough influence to elicit differential phenotypes. Each inbred line showed different drought resistance capability, among them X178 was the most tolerant one to drought stress and E28 was the most sensitive one to drought stress.

**Table 2:** The correlation between relative expression levels of the 8 MAPKKK genes based on qRT-PCR analysis and relative fresh and dry biomass in 8 maize inbred lines under well-watered and drought-stress conditions.

	Relative expression in drought based on qRT-PCR								the ratios between drought and control	
	MAPKKK18	MAPKKK19	MAPKKK20	MAPKKK21	MAPKKK22	MAPKKK26	MAPKKK56	MAPKKK73	fresh biomass	Dry biomass
X178	58.4852	20.2990	14.7571	4.2086	7.3785	1.3883	11.7127	1.7777	0.739	0.812
J24	7.9815	4.9933	1.4175	1.5333	1.3272	4.4280	1.6818	7.3107	0.616	0.698
Q319	3.4983	4.3873	5.5854	1.8921	1.8404	1.4777	4.5525	3.8194	0.606	0.695
J853	23.5339	11.6318	5.3889	25.2813	32.7480	1.1783	7.6387	1.4777	0.566	0.634
C8605	4.5106	5.4768	5.1337	1.0930	0.8409	0.7287	4.2772	1.0892	0.503	0.576
B73	1.8877	3.6385	2.4172	0.4687	0.3209	0.9065	1.7053	1.2805	0.491	0.569
200B	8.8356	13.4543	7.4988	1.6021	1.0570	0.4043	1.4880	1.4948	0.483	0.554
E28	2.8219	0.0914	0.2038	2.6208	0.6402	0.8141	1.6663	0.5188	0.421	0.503
Pearson Correlation for fresh biomass	0.78*	0.66	0.71	0.13	0.23	0.45	0.77*	0.45	-	-
Pearson Correlation for dry biomass	0.75*	0.61	0.67	0.09	0.19	0.48	0.74*	0.48	-	-

* indicate significant correlation at P<0.05 respectively.

Eight MAPKKK genes for expression analysis by qRT-PCR were shown in Fig 7. The expression levels of the eight genes differed among the nine varieties. The expression levels of *ZmMAPKKK18* and *ZmMAPKKK56* were up-regulated in response to drought stress in all varieties. The expression levels of *ZmMAPKKK19*, *ZmMAPKKK20* and *ZmMAPKKK73* were up-regulated under drought conditions in seven inbred lines except E28. In addition, *ZmMAPKKK21* was up-regulated in seven inbred lines except B73. The expression levels in various inbred lines had significantly different. The inbred line X178, in expression level increased by 58-fold in *ZmMAPKKK18*, 20-fold in *ZmMAPKKK19*, 11-fold in *ZmMAPKKK56*, 8-fold in *ZmMAPKKK20*, 7-fold in *ZmMAPKKK22*, and 4-fold in *ZmMAPKKK21*. In the inbred lines E28 and B73, the expression levels were not significantly changed, and some genes were even down-regulated. In E28, the expression levels of *ZmMAPKKK19*, *ZmMAPKKK20* and *ZmMAPKKK73* were markedly down-regulated. The results indicated that different expression levels of differential expression MAPKKK genes had certain relation with the variety’s drought resistance ability.

**Fig 7:**
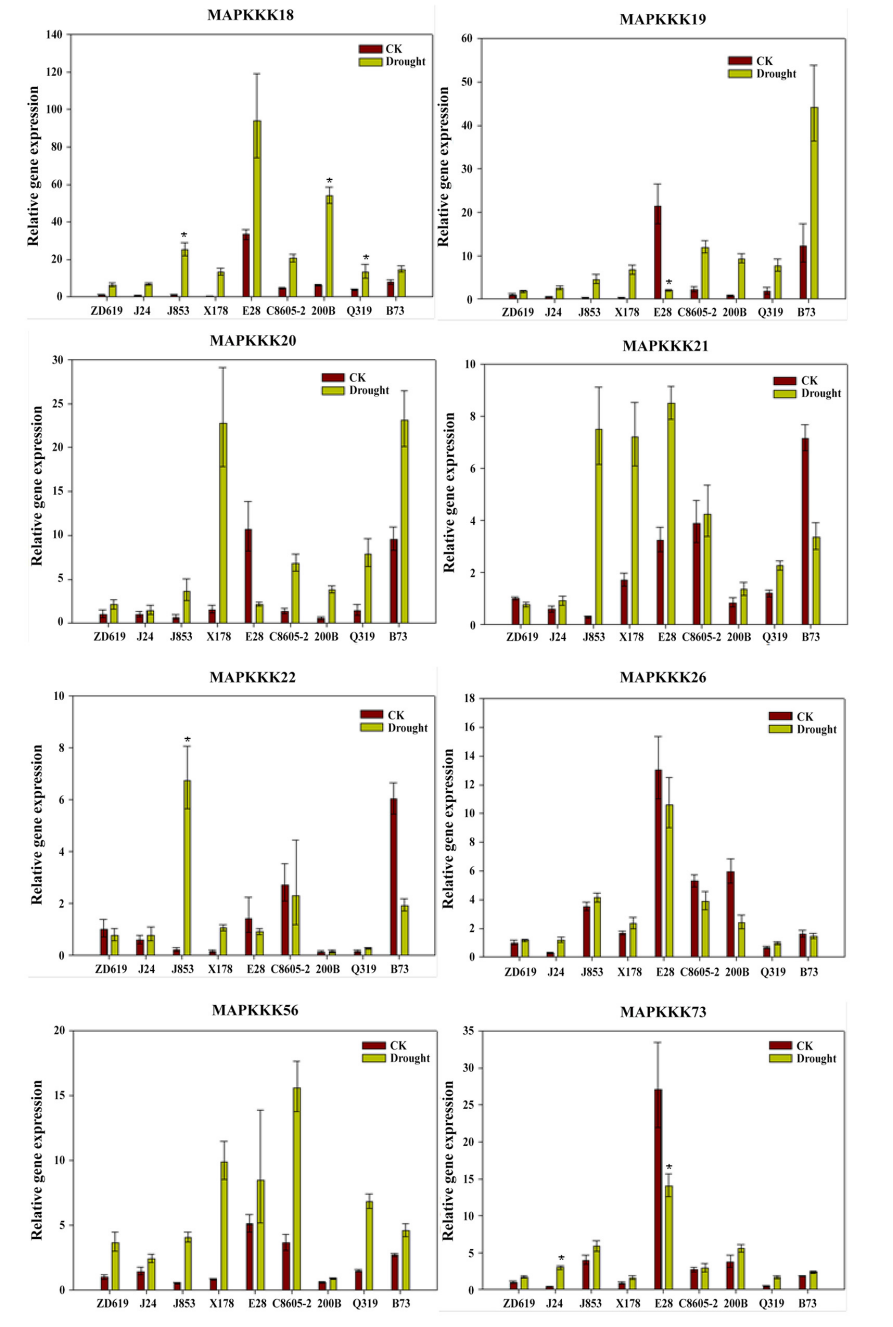
Relative gene expression of the 8 MAPKKK genes in various inbred lines based on qRT-PCR analysis. To determine whether the relative expression levels of the drought stress-responsive MAPKKK genes differed among varieties induced by drought, ZD619 and the 6 inbred maize lines J24, J853, X178, E28, C8605-2, 200B, Q319 and B73 were used. Lines X178, J24 are drought-resistant lines; 200B and E28 have poor drought tolerance. The eight MAPKKK genes are *GRMZM2G305066* (*ZmMAPKKK18*), *GRMZM2G165099* (*ZmMAPKKK19*), *GRMZM2G476477* (*ZmMAPKKK20*), *GRMZM2G173965* (*ZmMAPKKK21*), *GRMZM2G041774* (*ZmMAPKKK22*), *GRMZM2G021416* (*ZmMAPKKK26*), *GRMZM2G063069* (*ZmMAPKKK56*), *GRMZM2G474546* (*ZmMAPKKK73*). * indicates significant differences in comparison with the control at P < 0.05 respectively. Error bars indicate standard deviation for three replicates.

We then performed a correlation analysis of the different expression levels of eight MAPKKK genes in eight inbred lines. Pearson’s correlation coefficients were calculated between each gene’s expression pattern and the plant biomass DTI values in the eight inbred maize lines (Table 2). The results suggested that the expression levels of the genes *GRMZM2G305066* (*ZmMAPKKK18*) and *GRMZM2G063069* (*ZmMAPKKK56*) were significantly correlated with changes in plant biomass in response to drought (*P*<0.05). The expression levels of *GRMZM2G165099* (*ZmMAPKKK19*) and *GRMZM2G476477* (*ZmMAPKKK20*) were slightly correlated with plant biomass (P<0.1). This analysis suggested that the eight MAPKKK genes, especially *ZmMAPKKK18* and *ZmMAPKKK56*, were obviously related to biological characteristics of maize under drought stress. Among the eight genes, according to this analysis, *ZmMAPKKK18* and *ZmMAPKKK56* may have crucial functions in the response of maize to drought stress.

## Discussion

### MAPKKK genes are related to drought stress in maize

Plants have developed complicated signaling pathways to adapt to environmental stress. In some species, it has been verified that MAPKKK can be rapidly activated during suffering to drought stress. In Arabidopsis, the mRNA levels of AtMEKK1, which is structurally related to MAPKKK, and AtMPK3, which is structurally related to MAPK, has increased in response to dehydration stress [9]. In rice, a Raf-like MAPKKK gene, *DSM1*, can respond to drought stress through ROS scavenging [51]. The NPK1 (MAPKKK) isolated from tobacco is conserved among different organisms [18]. Transgenic rice and maize with *NPK1* showed significantly improved tolerance to drought [19–21].

In this study, seventy-one MAPKKK genes have been obtained by a computational analysis of the entire maize genome and eight MAPKKK genes that exhibited significantly differential expression in response to drought stress are identified by an RNA-seq analysis. Among these genes, *ZmMAPKKK26* and *ZmMAPKKK73*, which show down-regulated expression in stem under drought stress, are located in the nucleus. 

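In stem, ZmMAPKKK26 (GRMZM2G021416, on chromosome 7 in the paper's Table A) fell from 15.7 to 4.11 FPKM, a log2 fold change of -1.93, with an authors' p of 0.0233. ZmMAPKKK73 (GRMZM2G474546, on chromosome 6) fell from 32.6 to 7.34 FPKM, a log2 fold change of -2.15, with an authors' p of 0.0207. Outside stem neither gene is in S2 File. ZmMAPKKK26 was at 21.7 FPKM in leaf control and 13.6 in leaf drought, and rose from 4.54 to 10.3 FPKM in root. ZmMAPKKK73 was at 7.87 FPKM in leaf control and 12.7 in leaf drought, and at 38.2 FPKM in root control and 30.1 in root drought.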

*ZmMAPKKK18*, *ZmMAPKKK19*, *ZmMAPKKK20* and *ZmMAPKKK22*, which are up-regulated under drought stress, are located in the chloroplast. Four MAPKKKs are predicted with a serine/threonine-protein kinase function. Notably, *ZmMAPKKK19* is predicted to have NPK1-related protein kinase function. In addition, *ZmMAPKKK19* is highly homologous with *ZmMAPKKK18*. Indeed, the expression levels of these two genes are up-regulated after drought treatment. The results indicate that *ZmMAPKKK18* and *ZmMAPKKK19* may be involved in the drought response. These proteins have high sequence similarity, which may means the correlation with similar expression patterns.

Furthermore, qRT-PCR is performed with eight MAPKKK genes to compare their expression levels in different varieties between drought conditions and well-watered conditions. The results show that the expression levels of these eight MAPKKKs in the nine maize varieties are different. In all the varieties, the relative expression levels of *ZmMAPKKK18* are markedly up-regulated when maize seedlings are under drought stress condition. Additionally, the relative expression levels of *ZmMAPKKK19*, which is predicted to have *NPK1*-related protein kinase function, are up-regulated in seven inbred lines. The genes *ZmMAPKKK18* and *ZmMAPKKK19* may play a crucial role in response to drought stress. However, to elucidate the roles of *ZmMAPKKK18* and *ZmMAPKKK19* in drought tolerance, many details need to be clarified by further research. A comparison of these genes’ expression among the different maize lines show that the abilities of genes to tolerate drought stress probably differ among the different lines.

In our study, the analysis of drought tolerance capability which identified by DTI values indicates that drought stress exhibit enormous influence for the different phenotypes. Among the eight inbred lines, X178 was the most tolerant line to drought stress and E28 was the most sensitive line to drought stress. The correlation analysis reveals that the eight MAPKKK genes, especially *ZmMAPKKK18* and *ZmMAPKKK56*, are significantly correlated with the biological characteristics under drought stress in maize. The data suggests that, among the eight genes, *ZmMAPKKK18* and *ZmMAPKKK56* may have crucial functions in the response of drought stress in maize.

In maize, the expression levels of eight MAPKKK genes are regulated under drought stress, and the results are confirmed in different maize varieties. These observations suggests that the MAPKKK genes may be involved in the drought stress response in maize.

### MAPKKK genes are involved in multiple pathways under drought stress

Plants tend to adapt to drought stress by serial changes. The mechanisms of drought tolerance in plants are complex. The data in our study suggests that drought stress can lead to expression changes in some genes, including MAPKKKs. Under drought stress, several MAPKKKs, especially those that co-expressed with DEGs, are enriched in some important pathways, such as the photosynthesis pathway, hormone signal transduction pathway, oxidation pathway, and protein modifications(including proline) pathway (Fig 8). In the photosynthesis pathway, there are more down-regulated DEGs in leaf. There are many up-regulated DEGs in the three tissues, especially in root. There are obviously more up-regulated DEGs in oxidation and protein modification (including proline) pathways, primarily in root. It is well known that drought stress encumbers photosynthetic carbon fixation by limiting the entry of CO_2_ into leaves via down-regulating the photosynthetic metabolism or accelerating stomatal closure. Furthermore, proline synthesis moderately increases under drought stress, which can help plants to resist drought stress. The accumulation of proline in transgenic plants is associated with higher biomass under drought stress [5, 6]. In our study, the enriched DEGs are down-regulated in the photosynthesis pathway in leaf and are up-regulated in proline modification, which are in accordance with previous studies. Some MAPKKKs are found to be co-expressed with DEGs in these pathways, which suggests that MAPKKKs are involved in the photosynthesis pathway and proline modification pathway under drought stress condition. Among them, the down-regulated *ZmMAPKKK26* and *ZmMAPKKK73* are co-expressed with DEGs in the photosynthesis pathway, while the up-regulated *ZmMAPKKK19*, *ZmMAPKKK21*, *ZmMAPKKK22* and *ZmMAPKKK56* are co-expressed with DEGs in proline modification pathway.

**Fig 8:**
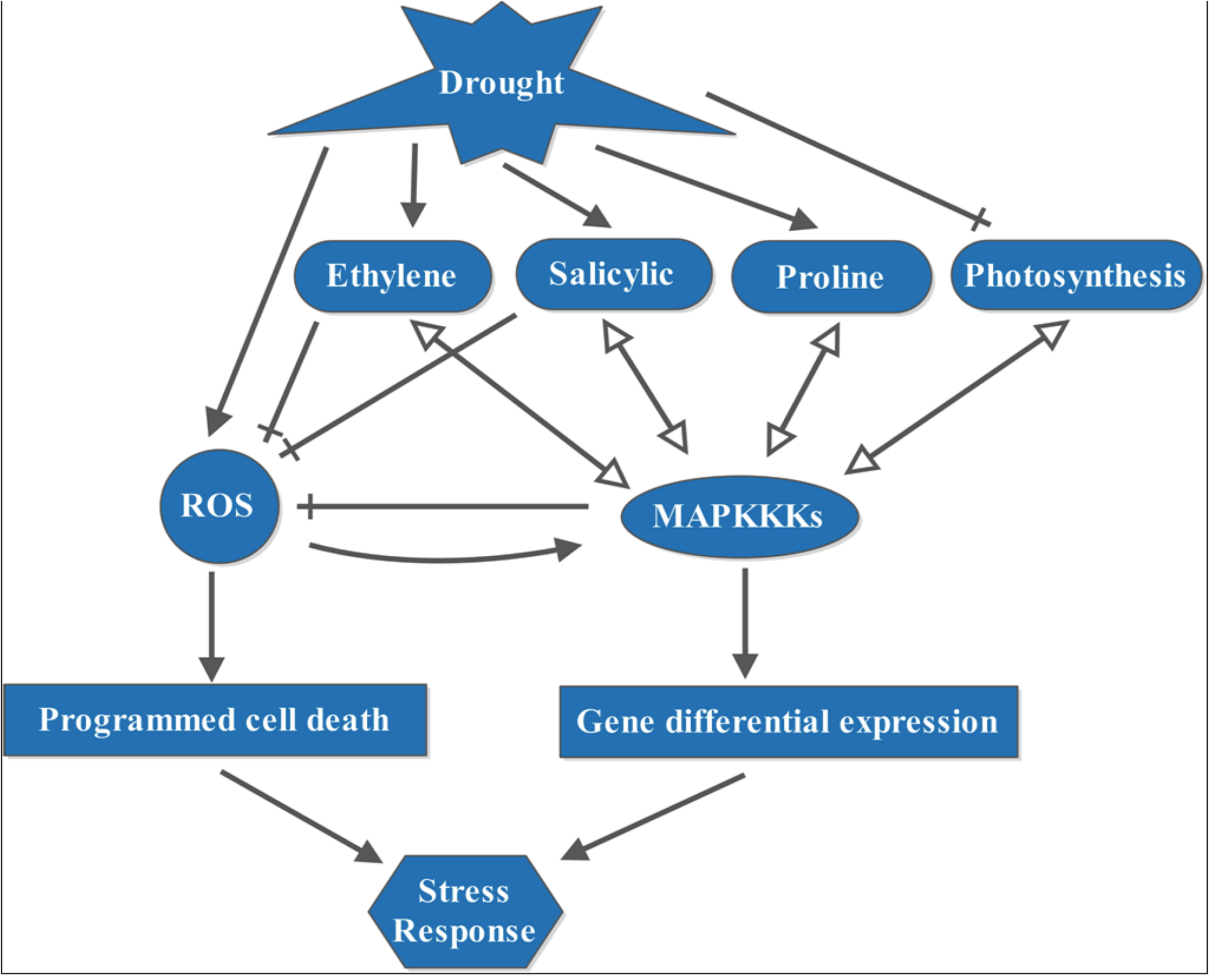
A model of drought stress effects on maize. The colored shapes represent groups of glyphs with similar processes or events. The arrows ending in a solid triangle indicate positive effects. The arrows ending in a transverse line indicate a clear negative influence. The arrows ending in a hollow triangle indicate co-expression. The curved arrows indicate positive feedback.

Moreover, the accumulation of ethylene and salicylic acid may be caused by water stress. Several earlier investigations have found that some ethylene response factor genes and endogenous salicylic acid levels can induce water stress tolerance in plants [68–71]. Seed which is pretreated with SA promotes plant vigor index under drought stress condition [60]. A study in *Medicago* and Arabidopsis plants showed that a MAPK pathway was involved in ethylene signaling [61]. Drought inhibits maize growing by causing oxidative damage to biological membranes and disturbing the water status in tissues. Reactive oxygen species (ROS) are central signaling molecules in response to drought. To reduce the toxicity of ROS, plant cells have developed an antioxidative system. The increasing ROS to toxic levels can activate PCD to remove damaged cells. Ethylene and salicylic acid response factor proteins may be connected to the ROS pathway through defending cells against ROS attacks. Salicylic acid can enhance the antioxidant status and the tolerance to drought stress [62]. Ethylene plays an important role in lowering ROS generation and protecting plants under drought stress [63]. Ethylene can modulate the programmed cell death induced by O_3_ exposure [72]. Many studies have reported that MAPK cascades play crucial roles in ROS signaling pathway under water stress. MAPK, which is induced by oxidative stress, can promote ROS scavenging. Arabidopsis *MKK4* increases plant drought tolerance and decreases the production of ROS [73]. Tolerance to drought stress, which is enhanced by *NPK1*, may activate the oxidative signaling pathway [19]. In tobacco, *GbMPK3* increases ROS scavenging under drought stress [74]. The MAPKKKs that are activated under drought stress may promote ROS scavenging to control the concentrations of ROS. In our study, DEGs are enriched in the ethylene and SA hormone signal transduction pathways. The expression levels of most of the genes related to salicylic acid and ethylene are up-regulated. The up-regulation of proteins may be involved in redox homeostasis, ROS scavenging and its damaging effects on proteins and DNA. In addition, some MAPKKKs are co-expressed with DEGs in ethylene and SA plant hormone signal transduction pathways, such as *ZmMAPKKK19*, *ZmMAPKKK21*, *ZmMAPKKK22* and *ZmMAPKKK56*. The data supports the theory that MAPKKKs may promote ROS scavenging by the ethylene and SA pathways in response to drought. The ethylene and SA hormone signal transduction pathway-related genes, especially in root, show an up-regulation pattern, which reveals that roots may play a key role in response to drought stress. Under drought condition, MAPKKKs are activated by ROS, which leads to the differential expression of some genes. The expression levels of eight MAPKKK genes are increased under drought treatment. The genes *ZmMAPKKK18* and *ZmMAPKKK19*, which are highly homologous to NPK1, are up-regulated in leaf, stem and root, which may play roles in regulating the response to drought stress. The differentially expressed MAPKKKs, *ZmMAPKKK19*, *ZmMAPKKK21*, *ZmMAPKKK22* and *ZmMAPKKK56* are co-expressed with some DEGs in most pathways.

In conclusion, seventy-one MAPKKK genes in maize are identified in our study. Among them, 8 differentially expressed MAPKKK genes responsive to drought stress are obtained. The results suggest that MAPKKKs may react to drought stress through various pathways. To our knowledge, this is the first study of the expression of maize MAPKKK genes in relation to drought stress. The results of our study should provide further information about the characteristics of MAPKKKs in maize and their roles in the response to drought stress. Further biological functional analyses of MAPKKKs and their downstream MAPKK and MAPK targets will help elucidate the mechanisms underlying the response of MAPK cascades to drought in maize.

## Supporting Information

S1 File Supplementary tables. S1 File contains five Supplementary tables: Table A. 71 predictive MAPKKKs in maize. Table B. The quality of the RNA-seq data for Q20 and Q30. Table C. RNA-seq data and mapping rates. Table D. The co-expressed MAPKKKs with DEGs in the enriched pathway. Table E. The common co-expressed MAPKKKs with our DEGs in the enriched pathway.
(DOC) Click here for additional data file.

S2 File Differently Expressed Genes Responded to drought in leaf, stem and root. (XLSX) Click here for additional data file.

S3 File Genes with different regulated pattern in three organs. (XLSX) Click here for additional data file.

S4 File Primers for qPCR. (XLSX) Click here for additional data file.

S5 File Contains five supplementary figures: Fig A. Conserved domains of MAPKKKs in three sub-families. (a).The conserved motif GTPEFMAPE (L/V) (Y/F) in the ZIK family. (b).The conserved motif G (T/S) Px (W/F) MAPEV in the MEKK family. (c).The conserved motif GTxx (W/Y) MAPE in the Raf family. Fig B. Functional categorization (biological process) of DEGs that are enriched in only one tissue. Blue represents leaf. Red represents stem. Green represents root. The enrichment figure was constructed of significantly enriched GO terms only. The X-axis is the -log_10_ (p-value), which represents the level of enrichment, and the p-value cutoff was 0.05. Fig C. Venn analysis for the DEGs with up-regulated and down-regulated in different organs. Each circle represents an organ with different regulated pattern. Fig D. Differentially expressed transcripts involved in different metabolic processes under drought stress. (a, b and c) represent drought-mediated expression changes in different metabolic processes in the leaf, stem and root meristem, respectively. The images were obtained using MapMan and show the different functional categories that fulfilled the criteria for differential expression (a p-value less than 0.05 and greater than 2-fold change). Fig E. Differentially expressed transcripts involved in different regulatory processes under drought stress. (a, b and c) represent drought-mediated expression changes in different regulatory processes in the leaf, stem and root meristem, respectively. The images were obtained using MapMan and show the different functional categories that fulfilled the criteria for differential expression (a p-value less than 0.05 and greater than 2-fold change). (ZIP) Click here for additional data file.

## References

[1] ChavesMM, FlexasJ, PinheiroC. Photosynthesis under drought and salt stress: regulation mechanisms from whole plant to cell. Annals of Botany. 2009;103(4):551–60. 10.1093/aob/mcn125 .18662937PMC2707345

[2] KrugmanT, PelegZ, QuansahL, ChagueV, KorolAB, NevoE, et al Alteration in expression of hormone-related genes in wild emmer wheat roots associated with drought adaptation mechanisms. Functional & Integrative Genomics. 2011;11(4):565–83. 10.1007/s10142-011-0231-6 .21656015

[3] KakumanuA, AmbavaramMMR, KlumasC, KrishnanA, BatlangU, MyersE, et al Effects of Drought on Gene Expression in Maize Reproductive and Leaf Meristem Tissue Revealed by RNA-Seq. Plant Physiology. 2012;160(2):846–67. 10.1104/pp.112.200444 .22837360PMC3461560

[4] XuJ, YuanY, XuY, ZhangG, GuoX, WuF, et al Identification of candidate genes for drought tolerance by whole-genome resequencing in maize. Bmc Plant Biology. 2014;14 83 10.1186/1471-2229-14-83 .24684805PMC4021222

[5] de RondeJA, van der MeschtA, SteynHSF. Proline accumulation in response to drought and heat stress in cotton. African crop science journal. 2000;8(1):85–91.

[6] RoosensNH, Al BitarF, LoendersK, AngenonG, JacobsM. Overexpression of ornithine-δ-aminotransferase increases proline biosynthesis and confers osmotolerance in transgenic plants. Molecular Breeding. 2002;9(2):73–80. 10.1023/a:1026791932238 .

[7] FryeCA, TangD, InnesRW. Negative regulation of defense responses in plants by a conserved MAPKK kinase. Proceedings of the National Academy of Sciences of the United States of America. 2001;98(1):373–8. 1111416010.1073/pnas.98.1.373PMC14597

[8] MorrisPC. MAP kinase signal transduction pathways in plants. New Phytologist. 2001;151(1):67–89.10.1046/j.1469-8137.2001.00167.x33873387

[9] MizoguchiT, IrieK, HirayamaT, HayashidaN, Yamaguchi-ShinozakiK, MatsumotoK, et al A gene encoding a mitogen-activated protein kinase kinase kinase is induced simultaneously with genes for a mitogen-activated protein kinase and an S6 ribosomal protein kinase by touch, cold, and water stress in *Arabidopsis thaliana* . Plant Biology. 1996;93:765–9.10.1073/pnas.93.2.765PMC401298570631

[10] AgrawalGK, RakwalR, IwahashiH. Isolation of novel rice (*Oryza sativa* L.) multiple stress responsive MAP kinase gene, *OsMSRMK2*, whose mRNA accumulates rapidly in response to environmental cues. Biochemical and Biophysical Research Communications. 2002;294(5):1009–16. 10.1016/S0006-291X(02)00571-5. 12074577

[11] JeongMJ, LeeSK, KimBG, KwonTR, ChoWS, ParkYT, et al A rice (*Oryza sativa* L.) MAP kinase gene, *OsMAPK44*, is involved in response to abiotic stresses. Plant Cell Tissue and Organ Culture. 2006;85(2):151–60. 10.1007/s11240-005-9064-0 .

[12] XiongLZ, YangYN. Disease resistance and abiotic stress tolerance in rice are inversely modulated by an abscisic acid-inducible mitogen-activated protein kinase. Plant Cell. 2003;15(3):745–59. 10.1105/tpc.008714 .12615946PMC150027

[13] KumarK, RaoKP, SharmaP, SinhaAK. Differential regulation of rice mitogen activated protein kinase kinase (MKK) by abiotic stress. Plant Physiology and Biochemistry. 2008;46(10):891–7. 10.1016/j.plaphy.2008.05.014. 10.1016/j.plaphy.2008.05.014 18619847

[14] WangJ, DingH, ZhangA, MaF, CaoJ, JiangM. A Novel Mitogen-Activated Protein Kinase Gene in Maize (*Zea mays*), *ZmMPK3*, is Involved in Response to Diverse Environmental Cues. Journal of Integrative Plant Biology. 2010;52(5):442–52. 10.1111/j.1744-7909.2010.00906.x .20537040

[15] JonakC, KiegerlS, LigterinkW, BarkerPJ, HuskissonNS, HirtH. Stress signaling in plants: a mitogen-activated protein kinase pathway is activated by cold and drought. Proceedings of the National Academy of Sciences of the United States of America. 1996;93(20):11274–9. 885534610.1073/pnas.93.20.11274PMC38320

[16] VirkN, LiuB, ZhangH, LiX, ZhangY, LiD, et al Tomato SlMPK4 is required for resistance against Botrytis cinerea and tolerance to drought stress. Acta Physiologiae Plantarum. 2013;35(4):1211–21. 10.1007/s11738-012-1160-2 .

[17] IchimuraK, MizoguchiT, YoshidaR, YuasaT, ShinozakiK. Various abiotic stresses rapidly activate *Arabidopsis* MAP kinases ATMPK4 and ATMPK6. The Plant Journal. 2000;24(5):655–65. 1112380410.1046/j.1365-313x.2000.00913.x

[18] BannoH, HiranoK, NakamuraT, IrieK, NomotoS, MatsumotoK, et al *NPK1*, a tobacco gene that encodes a protein with a domain homologous to yeast BCK1, STE11, and Byr2 protein kinases. Molecular and cellular biology. 1993;13(8):4745–52. 833671210.1128/mcb.13.8.4745-4752.1993PMC360100

[19] ShouHX, BordalloP, WangK. Expression of the *Nicotiana* protein kinase (NPK1) enhanced drought tolerance in transgenic maize. Journal of Experimental Botany. 2004;55(399):1013–9. 10.1093/jxb/erb129 .15073214

[20] MuomaJVO, OmboriO. *Agrobacterium*-Mediated Transformation of Selected Kenyan Maize (*Zea mays* L.) Genotypes by Introgression of Nicotiana Protein Kinase (*npk1*) to Enhance Drought Tolerance. American Journal of Plant Sciences. 2014;5.

[21] XiaoB-Z, ChenX, XiangC-B, TangN, ZhangQ-F, XiongL-Z. Evaluation of Seven Function-Known Candidate Genes for their Effects on Improving Drought Resistance of Transgenic Rice under Field Conditions. Molecular Plant. 2009;2(1):73–83. 10.1093/mp/ssn068 .19529831PMC2639742

[22] WidmannC, GibsonS, JarpeMB, JohnsonGL. Mitogen-Activated Protein Kinase: Conservation of a Three-Kinase Module From Yeast to Human. Physiological Society. 1999;79(1):143–80.10.1152/physrev.1999.79.1.1439922370

[23] AgrawalGK, AgrawalSK, ShibatoJ, IwahashiH, RakwalR. Novel rice MAP kinases OsMSRMK3 and OsWJUMK1 involved in encountering diverse environmental stresses and developmental regulation. Biochemical and Biophysical Research Communications. 2003;300(3):775–83. 10.1016/S0006-291X(02)02868-1. 12507518

[24] AndreassonE, EllisB. Convergence and specificity in the *Arabidopsis* MAPK nexus. Trends in Plant Science. 2010;15(2):106–13. 10.1016/j.tplants.2009.12.001. 10.1016/j.tplants.2009.12.001 20047850

[25] JonakC, ÖkrészL, BögreL, HirtH. Complexity, Cross Talk and Integration of Plant MAP Kinase Signalling. Current Opinion in Plant Biology. 2002;5(5):415–24. 10.1016/S1369-5266(02)00285-6. 12183180

[26] LewisTS, ShapiroPS, AhnNG. Signal Transduction through MAP Kinase Cascades In: GeorgeFVW, GeorgeK, editors. Advances in Cancer Research. Volume 74: Academic Press; 1998 p. 49–139. 956126710.1016/s0065-230x(08)60765-4

[27] MadhaniHD, FinkGR. The riddle of MAP kinase signaling specificity. Trends in Genetics. 1998;14(4):151–5. 10.1016/S0168-9525(98)01425-5. 9594663

[28] TeigeM, ScheiklE, EulgemT, DócziR, IchimuraK, ShinozakiK, et al The MKK2 Pathway Mediates Cold and Salt Stress Signaling in *Arabidopsis* . Molecular Cell. 2004;15(1):141–52. 10.1016/j.molcel.2004.06.023. 15225555

[29] TenaG, AsaiT, ChiuW-L, SheenJ. Plant mitogen-activated protein kinase signaling cascades. Current Opinion in Plant Biology. 2001;4(5):392–400. 10.1016/S1369-5266(00)00191-6. 11597496

[30] WrzaczekM, HirtH. Plant MAP kinase pathways: how many and what for? Biology of the Cell. 2001;93(1–2):81–7. 10.1016/S0248-4900(01)01121-2. 11730326

[31] HuangHJ, FuSF, TaiYH, ChouWC, HuangDD. Expression of *Oryza sativa* MAP kinase gene is developmentally regulated and stress-responsive. Physiologia Plantarum. 2002;114(4):572–80. 10.1034/j.1399-3054.2002.1140410.x .11975731

[32] MatsuokaD, NanmoriT, SatoK, FukamiY, KikkawaU, YasudaT. Activation of AtMEK1, an *Arabidopsis* mitogen-activated protein kinase kinase, *in vitro* and *in vivo*: analysis of active mutants expressed in *E*. *coli* and generation of the active form in stress response in seedlings. Plant Journal. 2002;29(5):637–47. 10.1046/j.0960-7412.2001.01246.x .11874576

[33] SchaefferHJ, WeberMJ. Mitogen-activated protein kinases: specific messages from ubiquitous messengers. Molecular and cellular biology. 1999;19(4):2435–44. 1008250910.1128/mcb.19.4.2435PMC84036

[34] MizoguchiT, IchimuraK, YoshidaR, ShinozakiK. MAP kinase cascades in *Arabidopsis*: their roles in stress and hormone responses. MAP Kinases in Plant Signal Transduction. 2000;27:29–38.10.1007/978-3-540-49166-8_310533196

[35] GroupM, IchimuraK, ShinozakiK, TenaG, SheenJ, HenryY, et al Mitogen-activated protein kinase cascades in plants: a new nomenclature. Trends in Plant Science. 2002;7(7):301–8. 10.1016/S1360-1385(02)02302-6. 12119167

[36] HamelL-P, NicoleM-C, SritubtimS, MorencyM-J, EllisM, EhltingJ, et al Ancient signals: comparative genomics of plant MAPK and MAPKK gene families. Trends in Plant Science. 2006;11(4):192–8. 10.1016/j.tplants.2006.02.007. 16537113

[37] RaoKP, RichaT, KumarK, RaghuramB, SinhaAK. In Silico Analysis Reveals 75 Members of Mitogen-Activated Protein Kinase Kinase Kinase Gene Family in Rice. DNA Research. 2010;17(3):139–53. 10.1093/dnares/dsq011 .20395279PMC2885274

[38] ZhangM, PanJ, KongX, ZhouY, LiuY, SunL, et al *ZmMKK3*, a novel maize group B mitogen-activated protein kinase kinase gene, mediates osmotic stress and ABA signal responses. Journal of Plant Physiology. 2012;169(15):1501–10. 10.1016/j.jplph.2012.06.008. 10.1016/j.jplph.2012.06.008 22835533

[39] KongX, PanJ, ZhangM, XingX, ZhouY, LiuY, et al *ZmMKK4*, a novel group C mitogen-activated protein kinase kinase in maize (*Zea mays*), confers salt and cold tolerance in transgenic *Arabidopsis* . Plant Cell and Environment. 2011;34(8):1291–303. 10.1111/j.1365-3040.2011.02329.x .21477122

[40] WuT, KongX-P, ZongX-J, LiD-P, LiD-Q. Expression analysis of five maize MAP kinase genes in response to various abiotic stresses and signal molecules. Molecular Biology Reports. 2011;38(6):3967–75. 10.1007/s11033-010-0514-3 .21120617

[41] LiuY, ZhouY, LiuL, SunL, ZhangM, LiuY, et al Maize *ZmMEK1* is a single-copy gene. Molecular Biology Reports. 2012;39(3):2957–66. 10.1007/s11033-011-1057-y .21691709

[42] PanJ, ZhangM, KongX, XingX, LiuY, ZhouY, et al *ZmMPK17*, a novel maize group D MAP kinase gene, is involved in multiple stress responses. Planta. 2012;235(4):661–76. 10.1007/s00425-011-1510-0 .22006107

[43] BerberichT, SanoH, KusanoT. Involvement of a MAP kinase, ZmMPK5, in senescence and recovery from low-temperature stress in maize. Molecular and General Genetics MGG. 1999;262(3):534–42. 1058984210.1007/s004380051115

[44] LiuY, ZhangD, WangL, LiD. Genome-Wide Analysis of Mitogen-Activated Protein Kinase Gene Family in Maize. Plant Molecular Biology Reporter. 2013;31(6):1446–60. 10.1007/s11105-013-0623-y .

[45] KongX, PanJ, ZhangD, JiangS, CaiG, WangL, et al Identification of mitogen-activated protein kinase kinase gene family and MKK–MAPK interaction network in maize. Biochemical and Biophysical Research Communications. 2013;441(4):964–9. 10.1016/j.bbrc.2013.11.008. 10.1016/j.bbrc.2013.11.008 24220337

[46] JouannicS, HamalA, LeprinceAS, TregearJW, KreisM, HenryY. Plant MAP kinase kinase kinases structure, classification and evolution. Gene. 1999;233(1–2):1–11. 10.1016/S0378-1119(99)00152-3. 10375615

[47] JouannicS, HamalA, LeprinceA-S, TregearJW, KreisM, HenryY. Characterisation of novel plant genes encoding MEKK/STE11 and RAF-related protein kinases. Gene. 1999;229(1–2):171–81. 10.1016/S0378-1119(99)00012-8. 10095117

[48] LigterinkW, HirtH. Mitogen-activated protein (MAP) kinase pathways in plants: Versatile signaling tools International Review of Cytology. Volume 201: Academic Press; 2001 p. 209–75. 1105783310.1016/s0074-7696(01)01004-x

[49] ChampionA, PicaudA, HenryY. Reassessing the MAP3K and MAP4K relationships. Trends in Plant Science. 2004;9(3):123–9. 10.1016/j.tplants.2004.01.005. 15003235

[50] RodriguezMC, PetersenM, MundyJ. Mitogen-activated protein kinase signaling in plants. Annual review of plant biology. 2010;61:621–49. 10.1146/annurev-arplant-042809-112252 20441529

[51] NingJ, LiX, HicksLM, XiongL. A Raf-Like MAPKKK Gene *DSM1* Mediates Drought Resistance through Reactive Oxygen Species Scavenging in Rice. Plant Physiology. 2010;152(2):876–90. 10.1104/pp.109.149856 .20007444PMC2815886

[52] KovtunY, ChiuWL, ZengW, SheenJ. Suppression of auxin signal transduction by a MAPK cascade in higher plants. Nature. 1998;395(6703):716–20. 979019510.1038/27240

[53] KovtunY, ChiuWL, TenaG, SheenJ. Functional analysis of oxidative stress-activated mitogen-activated protein kinase cascade in plants. Proceedings of the National Academy of Sciences of the United States of America. 2000;97(6):2940–5. 1071700810.1073/pnas.97.6.2940PMC16034

[54] CaiG, WangG, WangL, LiuY, PanJ, LiD. A maize mitogen-activated protein kinase kinase, ZmMKK1, positively regulated the salt and drought tolerance in transgenic *Arabidopsis* . Journal of Plant Physiology. 2014;171(12):1003–16. 10.1016/j.jplph.2014.02.012. 10.1016/j.jplph.2014.02.012 24974327

[55] LinF, DingH, WangJ, ZhangH, ZhangA, ZhangY, et al Positive feedback regulation of maize NADPH oxidase by mitogen-activated protein kinase cascade in abscisic acid signalling. Journal of Experimental Botany. 2009;60(11):3221–38. 10.1093/jxb/erp157 .19592501PMC2718220

[56] KongX, SunL, ZhouY, ZhangM, LiuY, PanJ, et al *ZmMKK4* regulates osmotic stress through reactive oxygen species scavenging in transgenic tobacco. Plant Cell Reports. 2011;30(11):2097–104. 10.1007/s00299-011-1116-9 .21735232

[57] KongX, LvW, ZhangD, JiangS, ZhangS, LiD. Genome-Wide Identification and Analysis of Expression Profiles of Maize Mitogen-Activated Protein Kinase Kinase Kinase. Plos One. 2013;8(2). e57714 10.1371/journal.pone.0057714 .PMC358407723460898

[58] TrapnellC, RobertsA, GoffL, PerteaG, KimD, KelleyDR, et al Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nature Protocols. 2012;7(3):562–78. 10.1038/nprot.2012.016 .22383036PMC3334321

[59] DingY, VirlouvetL, LiuN, RiethovenJJ, FrommM, AvramovaZ. Dehydration stress memory genes of Zea mays; comparison with Arabidopsis thaliana. Bmc Plant Biology. 2014;14 141 10.1186/1471-2229-14-141 .24885787PMC4081654

[60] SalvoSA, HirschCN, BuellCR, KaepplerSM, KaepplerHF. Whole Transcriptome Profiling of Maize during Early Somatic Embryogenesis Reveals Altered Expression of Stress Factors and Embryogenesis-Related Genes. Plos One. 2014;9(10).10.1371/journal.pone.0111407PMC421475425356773

[61] DolezalAL, ShuX, ObrianGR, NielsenDM, WoloshukCP, BostonRS, et al Aspergillus flavus infection induces transcriptional and physical changes in developing maize kernels. Frontiers in Microbiology. 2014;5 384 10.3389/fmicb.2014.00384 .25132833PMC4117183

[62] YueX, ZhaoX, FeiY, ZhangX. Correlation of Aquaporins and Transmembrane Solute Transporters Revealed by Genome-Wide Analysis in Developing Maize Leaf. Comparative and Functional Genomics. 2012 546930 10.1155/2012/546930 .23055821PMC3463914

[63] BoschM, MayerCD, CooksonA, DonnisonIS. Identification of genes involved in cell wall biogenesis in grasses by differential gene expression profiling of elongating and non-elongating maize internodes. Journal of Experimental Botany. 2011;62(10):3545–61. 10.1093/jxb/err045 .21402660PMC3130177

[64] OuakedF, RozhonW, LecourieuxD, HirtH. A MAPK pathway mediates ethylene signaling in plants. Embo Journal. 2003;22(6):1282–8. 10.1093/emboj/cdg131 .12628921PMC151067

[65] SenaratnaT, TouchellD, BunnE, DixonK. Acetyl salicylic acid (Aspirin) and salicylic acid induce multiple stress toleranca in bean and tomato plants. Plant Growth Regulation. 2000;30(2):157–61.

[66] WuL, ZhangZ, ZhangH, WangX-C, HuangR. Transcriptional Modulation of Ethylene Response Factor Protein JERF3 in the Oxidative Stress Response Enhances Tolerance of Tobacco Seedlings to Salt, Drought, and Freezing. Plant Physiology. 2008;148(4):1953–63. 10.1104/pp.108.126813 .18945933PMC2593663

[67] CollinsCN, TardieuF, TuberosaR. Quantitative trait loci and crop performance under abiotic stress: where do we stand?. Plant Physiology. 2008;147:469–86. 10.1104/pp.108.118117 18524878PMC2409033

[68] ZhangH, LiuW, WanL, LiF, DaiL, LiD, et al Functional analyses of ethylene response factor JERF3 with the aim of improving tolerance to drought and osmotic stress in transgenic rice. Transgenic Research. 2010;19(5):809–18. 10.1007/s11248-009-9357-x .20087656

[69] ZhangZ, LiF, LiD, ZhangH, HuangR. Expression of ethylene response factor JERF1 in rice improves tolerance to drought. Planta. 2010;232(3):765–74. 10.1007/s00425-010-1208-8 .20574667

[70] BarkoskyRR, EinhelligFA. Effects of salicylic acid on plant-water relationships. Journal of Chemical Ecology. 1993;19(2):237–47. 10.1007/BF00993692 24248871

[71] HeQ, ZhaoS, MaQ, ZhangY, HuangL, LiG, et al Endogenous salicylic acid levels and signaling positively regulate *Arabidopsis* response to polyethylene glycol-simulated drought stress. Journal of Plant Growth Regulation. 2014.

[72] OvermyerK, BroschéM, KangasjärviJ. Reactive oxygen species and hormonal control of cell death. Trends in Plant Science. 2003;8(7):335–42. 10.1016/S1360-1385(03)00135-3. 12878018

[73] KimS-H, WooD-H, KimJ-M, LeeS-Y, ChungWS, MoonY-H. *Arabidopsis* MKK4 mediates osmotic-stress response via its regulation of MPK3 activity. Biochemical and Biophysical Research Communications. 2011;412(1):150–4. 10.1016/j.bbrc.2011.07.064. 10.1016/j.bbrc.2011.07.064 21806969

[74] LongL, GaoW, XuL, LiuM, LuoX, HeX, et al *GbMPK3*, a mitogen-activated protein kinase from cotton, enhances drought and oxidative stress tolerance in tobacco. Plant Cell Tissue and Organ Culture. 2014;116(2):153–62. 10.1007/s11240-013-0392-1 .

# Supplementary material for: RNA-Seq Analysis Reveals MAPKKK Family Members Related to Drought Tolerance in Maize
**Source:** PLoS One. 2015 Nov 24;10(11):e0143128. doi: 10.1371/journal.pone.0143128
**Supplement:** S1 File — contains five Supplementary tables: Table A. 71 predictive MAPKKKs in maize. Table B. The quality of the RNA-seq data for Q20 and Q30. Table C. RNA-seq data and mapping rates. Table D. The co-expressed MAPKKKs with DEGs in the enriched pathway. Table E. The common co-expressed MAPKKKs with our DEGs in the enriched pathway.

**RNA-seq analysis reveals MAPKKK family members related to drought tolerance in maize**

Ya Liu1¶, Miaoyi Zhou1¶, Zhaoxu Gao2¶, Wen Ren1, Fengling Yang1, Hang He2*, Jiuran Zhao1*

(JZ)

¶These authors contributed equally to this work.

# Supporting Information

Table A. 71 predictive MAPKKKs in maize. * indicate the eight differentially expressed MAPKKKs.

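Table A gives for each predicted MAPKKK its gene identifier, subfamily, chromosome and predicted place in the cell. The identifiers of ZmMAPKKK24 and ZmMAPKKK57 had no match in the expression tables. ZmMAPKKK6 and ZmMAPKKK79 were matched by the full identifiers shown in Fig 4, and ZmMAPKKK87 by the identifier in the paper's text. By subfamily, Table A lists 37 Raf and 8 ZIK genes. A chromosome is taken from Table A as printed, since neither the genome build nor gene positions come with the expression tables.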

Table B.The quality of the RNA-seq data for Q20 and Q30.( Q20 and Q30 represents for the percentage of the base whose quality is equal to 20 or 30. )

| Sample | Q20 | Q30 |
| --- | --- | --- |
| Leaf-co | 98.53% | 87.12% |
| Leaf-dr | 98.59% | 87.65% |
| Stem-co | 99.38% | 94.15% |
| Stem-dr | 99.34% | 93.85% |
| Root-co | 99.37% | 94.06% |
| Root-dr | 99.36% | 93.97% |

Table C. RNA-seq data and mapping rates.

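Table C gives the sequencing depth of each library as the total number of reads, the number aligned to the B73 reference and their ratio, the mapping rate. By the paper's values in Table C, reads ranged from 18737440 in leaf drought to 27357572 in stem drought, whereas the paper's text gives approximately 40000000 raw reads per sample. Neither the text nor Table C says whether single reads or read pairs were counted. The paper's mapping rate was 86.68% in leaf control and 79.39% in leaf drought, 83.09% and 81.58% in the stem libraries, and 87.2% in root control and 72.28% in root drought. In Table B, the paper's share of bases above Q30 is 87.12% and 87.65% in the leaf libraries and between 93.85% and 94.15% in the others. FPKM is scaled by mapped fragments, so the unit already takes depth into account. In root drought, the library with the lowest mapping rate, the single gene GRMZM2G581850 holds 9.55% of the FPKM total.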

| Sample | Total reads | Aligned reads | Mapping rates (%) |
| --- | --- | --- | --- |
| Leaf-co | 20,862,719 | 18,084,389 | 86.68 |
| Stem-co | 20,521,909 | 17,051,719 | 83.09 |
| Root-co | 20,395,835 | 17,785,168 | 87.20 |
| Leaf-dr | 18,737,440 | 14,876,284 | 79.39 |
| Stem-dr | 27,357,572 | 22,317,412 | 81.58 |
| Root-dr | 25,206,868 | 18,219,524 | 72.28 |

Table D. The co-expressed MAPKKKs with DEGs in the enriched pathway

Table E. The common co-expressed MAPKKKs with our DEGs in the enriched pathway

| gene | log2(fold_change)-leaf | log2(fold_change)-stem | log2(fold_change)-root |
| --- | --- | --- | --- |
| MAPKKK11 | 0.2021 | -0.4573 | 1.0869 |
| MAPKKK12 | 0.4686 | -0.1034 | 0.7059 |
| MAPKKK13 | -0.1747 | -0.1531 | 1.2276 |
| MAPKKK22 | 0.3924 | 3.4326 | 1.849 |
| MAPKKK34 | 0.0439 | -0.2603 | 0.4587 |
| MAPKKK38 | -0.2858 | -0.2503 | 1.6345 |
| MAPKKK39 | -0.4266 | 0.0187 | 1.5017 |
| MAPKKK51 | -0.1004 | 0.3204 | 0.3629 |
| MAPKKK56 | 2.9552 | 0.1292 | 1.1927 |
| MAPKKK65 | -0.1987 | 0.0435 | 0.7108 |
| MAPKKK72 | -0.4332 | -0.6036 | 0.9351 |
| MAPKKK74 | 0.0846 | -0.0786 | 1.0012 |
| MAPKKK83 | -0.5683 | 0.9334 | 2.5268 |
|  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

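RNA from leaf, stem and root of the maize hybrid ZD619 was sequenced in control plants at 80% of RSWC and drought plants at 35% of RSWC, with 1 library per tissue and treatment and 6 libraries in all. The paper states that the authors mapped reads to the B73 genome with TopHat and extracted differentially expressed genes after processing with Cufflinks and Cuffdiff, and that expression was in FPKM. The deposited values were taken as the FPKM of these programs, a unit scaled by transcript length and mapped fragments. That they were normalized within the pair of libraries of each tissue is inferred from the separate tables and is not stated in the paper's text. Each of the 3 tables lists 109715 gene identifiers with a control and a drought FPKM and their log2 ratio; the ratios were recomputed from the FPKM columns, because the ratio column holds markers for infinity where 1 library is at 0. Tissues were compared by fold change. Levels were pooled over the tables only for the filter on all 6 libraries, the set of genes expressed in at least 1 library, and the mean FPKM used to describe and bin genes shared between tissues. The paper's text does not name the versions of TopHat, Cufflinks and Cuffdiff or the genome release used for mapping; it names release V5a for its GO enrichment.

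The tables hold no p-values, so the paper's rule (fold change over 2 and p of at most 0.05) was applied with the authors' p as S2 File gives it, and a gene outside S2 File could not pass. No p-value was computed across samples or genes. No condition has a second library, so a test within a tissue was not possible. A drought effect common to the tissues was not tested. Read counts were not used here, and aligned reads per library are the paper's values from Table C, between 14876284 and 22317412. The counting error of an FPKM value is therefore unknown, also for genes near 0.1 FPKM, where several of the MAPKKKs lie in control.

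Log2 fold changes of single genes used no pseudocount. Medians over genes used a pseudocount of 0.1 FPKM and genes with a mean of at least 0.1 FPKM over the pair of libraries. The median of a list of genes was set beside 10000 random lists of the same size matched on mean FPKM in 20 bins of rank, and its percentile describes these libraries and is no test of the treatment. Lists with under 5 genes have no percentile. Overlaps between tissues were set beside the number that independent sets would share. Expressed genes for the co-expression filter were those above 0.1 FPKM in all 6 libraries, as in the paper's Methods.

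The genes named are those the paper names, and for each tissue the 2 largest rises and 2 largest falls among genes that pass the rule with at least 10 FPKM in the higher library, ranked on the log2 of FPKM + 0.1. The lists were the 71 MAPKKKs, their MEKK, Raf and ZIK subfamilies, the paper's 13 co-expressed MAPKKKs, and 7 lists by gene symbol: photosystem and light-harvesting genes, transcription factors, hormone signalling, cellulose synthase, heat shock proteins, ribosomal proteins and dehydration markers. Lists by product name had been planned, but the reference pairs identifiers with symbols and holds no product names. The symbol lists were set after the tables were seen and before the values of their genes were read. The reference matches 18777 identifiers (17.1%) and belongs to another genome assembly, so gene lengths and positions were not used and a check of length bias was not made.

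The alternatives tried were fold change alone, a fold change over 4, a pseudocount of 0.01 or 1 FPKM, no filter on low FPKM or a filter at 1 FPKM, and log2 fold changes centred on the median of the expressed genes of the tissue. A further alternative, all genes on the paper's list whatever the authors' p, was chosen after seeing the data. The alternative with the authors' q was not run. Steps were tested on simulated data: a shift of 0.3 in all genes came back as 0.30, and of 200 random lists 10 fell outside the central 95%. The simulated changes were independent between genes and unrelated to expression level. Matching on level, and lists of genes that move together, were therefore not tested. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The qRT-PCR, biomass, GO, pathway and WGCNA results of the paper were not analysed here.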

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

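All tests of explanations in this part were chosen only after the result was seen, and no difference between tissues was tested, since each tissue has 1 library per treatment.

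Several genes that the paper names passed the rule in opposite directions in different tissues. The log2 fold change of GRMZM2G053669 was 10.33 in leaf, -2.13 in stem and -2.98 in root. For GRMZM2G059836 it was 1.99 in leaf, -1.58 in stem and -4.21 in root, and for GRMZM2G137108 it was 2.24, -2.54 and -2.54 in the same order. GRMZM2G162359 had 4.28 in leaf, -1.93 in stem and 2.53 in root. GRMZM2G011598 had -3.72 in stem and 2.29 in root, and GRMZM2G419239 had -1.88 in stem and 3.01 in root. With 1 FPKM added to both values, the stem falls of GRMZM2G053669 and GRMZM2G162359 shrank to -0.64 and -0.995. Among all genes passing in the 3 tissues, 36 differed in direction and 36.7 would do so if directions were unrelated between tissues, so this number by itself is consistent with unrelated directions. A response that differs by tissue stays open and was not tested for any single gene.

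A dehydration marker moved in opposite directions in leaf and root. RAB17 (GRMZM2G079440, dhn1 in the reference) rose from 2.46 to 184 FPKM in leaf, a log2 fold change of 6.23, and fell from 678 to 3.03 FPKM in root, a log2 fold change of -7.81. The 4 dehydration marker genes had a median log2 fold change of 3.91 in leaf, -0.11 in stem and -2.59 in root. The 14 heat shock protein genes had medians of -0.46 in leaf, 0.08 in stem and -2.46 in root, where 10 fell and 8 passed the rule. If the root libraries carried each other's labels, genes that respond in leaf would move the opposite way in root as a set, provided that leaf and root share a response. Genes were taken with at least 10 FPKM (in the higher leaf library, and on average in root) and each was set against root genes of its own expression level. Of 533 such genes with an authors' leaf p of at most 0.05, 58.5% moved in root as in leaf (95% Wilson interval 54.3% to 62.6%, for counting error among genes that are not independent). This was 64.1% of the 351 genes rising in leaf and 47.8% of the 182 falling in leaf (interval 40.7% to 55.0%). At smaller limits on the authors' p the share was 63.7% of 314 genes (0.01), 77.1% of 105 genes (0.001) and 77.4% of 31 genes (0.0001). At the limit of 0.001 it was 77.6% of the 85 genes rising in leaf and 75.0% of the 20 falling in leaf (interval 53.1% to 88.8%). Over all expressed genes, however, the rho of leaf and root was -0.10. With each gene set against genes of its own expression level in both tissues it was -0.11. Over 9622 genes with a mean of at least 10 FPKM it was -0.22 in this setting. The same setting gave 0.21 for stem and root over 8696 genes, and -0.07 for leaf and stem over 9733 genes. If stem and root share a response, exchanged root labels would give them a rho below 0. The genes rising in leaf, and at the limit of 0.001 also those falling in leaf, lean against exchanged labels. The genes falling in leaf at the limit of 0.05 and the correlation of leaf and root do not. A shared response was not established, so exchanged labels stay open. A stress that the well-watered roots met on their own would raise the heat shock protein genes in that library, which is the direction of their root median, but a fall of these genes under drought gives the same values. With 1 root library per treatment, exchanged labels, a stress of the well-watered roots and a response of the root to drought cannot be told apart for these genes.

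For 2 lists of genes, the medians lay outside the central 95% of the random lists in opposite directions. The transcription factor genes had a median log2 fold change of 0.12 in leaf, -0.20 in stem and 0.47 in root. After centring on the median of all expressed genes the medians were 0.14, -0.25 and 0.20, so a scaling factor common to a tissue does not remove the difference in sign, but without the filter on low FPKM the leaf median was 0. The cellulose synthase genes had a median of -1.38 in leaf and 1.64 in stem, and of -1.37 and 1.58 after centring. A difference between the tissues in their response to drought stays open and was not tested.

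The gene with the highest value in any library is one the paper does not discuss. GRMZM2G581850 was listed at 86747.7 FPKM in root drought, or 9.55% of that library's total, and at 0 in root control. In root, 115 genes were at 0 in 1 library and at 10 FPKM or more in the other, and 13.9% of them are on the paper's list. Of the 282 root genes with at least a 16-fold change and both values above 0, 92.6% are listed. The shares were 15.2% against 90.4% in leaf and 7.34% against 74.2% in stem. A candidate explanation is that such values rest on too few reads or on estimates that the authors' program did not test, and the low share on the list is what this explanation needs. Whether the few listed genes at 0 differ in kind was not tested. No biological explanation was tested for this gene.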

How the results depend on the processing

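The alternative that takes all genes on the paper's list, whatever the authors' p, was chosen after seeing the data, and the others were set before the data were examined. No test across samples was run. A list of genes counts as having changed side when its percentile enters or leaves the central 95% of the random lists, and a single gene when it crosses a 2-fold change.

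The counts depend on the authors' p. With fold change over 2 alone, 8197 genes rose and 8109 fell in leaf, 9196 and 8540 in stem, and 12353 and 9686 in root, since every gene of the tables then counts, including those near 0. Then 35840 genes changed in at least 1 tissue, 4117 in all 3 tissues and 3129 of these with differing direction, and 10 MAPKKKs changed in leaf, 15 in stem and 28 in root. With all genes on the paper's list, 1113 genes fell in leaf and 74 passed in all 3 tissues, of which 13 rose and 7 fell in every tissue. Leaf and stem then shared 424 genes, against 268 in the main setting. Leaf and root shared 354, of which 170 moved in the same direction and 184 in opposite directions. In the main setting it was 125 and 121. With a fold change over 4, FPKM + 0.1, FPKM + 1 or at least 1 FPKM, these counts stayed within 1.5 times their values. The split of the genes with a common direction was less stable. In the main setting 8 genes rose and 5 fell in every tissue, but with a fold change over 4 it was 3 and 4. Centring left the counts as they were, but it cannot add a gene outside the paper's list, so this says nothing on their stability. The alternative with the authors' q was not run.

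Without a filter on low FPKM, the median log2 fold change of all root genes was 0, because genes at 0 in both libraries fill the middle. The medians of the transcription factor and hormone signalling genes in leaf were then 0 too. More than 0.1 FPKM in at least 1 library held for 45994 genes.

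Small medians changed sign. In stem, centring gave -0.037 for the 71 MAPKKKs, -0.025 for MEKK and -0.045 for Raf, and a mean of at least 1 FPKM gave -0.013 for the 71 MAPKKKs and -0.11 for MEKK. In leaf, centring gave 0.0024 for the 13 co-expressed MAPKKKs. The dehydration markers in stem had 0.12 with a pseudocount of 1 FPKM and 0.49 with a mean of at least 1 FPKM. With a mean of at least 1 FPKM, the photosystem and light-harvesting genes in root (-0.58) and hormone signalling genes in leaf (0.11) moved inside the central 95%. The heat shock protein genes in leaf moved outside it with a pseudocount of 1 FPKM (-0.41), a mean of at least 1 FPKM (-0.53) and centring (-0.45). Across genes, the Pearson's r of stem and root changed sign, to 0.026 with a pseudocount of 1 FPKM and to 0.0065 with a mean of at least 1 FPKM. The cause of these moves was not tested. Another 269 values of counts, lists, medians and correlations did not change to the opposite sign; the counts stayed within 1.5 times, and the lists stayed on their side of the central 95%, although some of their medians moved by more. The MEKK median, for example, was 0.63 in root with a pseudocount of 1 FPKM (percentile 99.37) and 0.11 in leaf with a mean of at least 1 FPKM (percentile 76.4).

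For single genes, 284 values kept their direction and side of a 2-fold change, and 16 kept their direction but crossed under it. After centring, 3 changed sign: ZmMAPKKK39 in stem (-0.037), ZmMAPKKK65 in stem (-0.012) and ZmMAPKKK51 in leaf (0.0023). With 1 FPKM added, ZmMAPKKK17 and ZmMAPKKK18 in leaf had log2 fold changes of 0.42 and 0.96, since their FPKM values are near or under 1. ZmMAPKKK79 in stem, which had passed the rule, also crossed under a 2-fold change, from a log2 fold change of 2.28 to 0.92. The effect of sequencing depth was not tested, as read counts were not used here.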

Differences from the paper's values

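The comparison with all genes on the paper's list was chosen after seeing the values; the other alternatives were set before the data were examined.

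In leaf, 1533 genes passed the rule against the paper's 2319, and 651 of them fell against the paper's 1113. In all 3 tissues, 49 genes passed against the paper's 74. None of the alternatives set before the data were examined closed these gaps: fold change alone gave 16306, 8109 and 4117, a fold change over 4 gave 1242, 477 and 33, FPKM + 1 gave 1463, 623 and 38, and at least 1 FPKM gave 1468, 625 and 41, while FPKM + 0.1 and centring left all of them as they were. All genes on the paper's list, whatever the authors' p, gave 2319, 1113 and 74, a setting chosen after seeing the values. A gene off the list could not pass, whatever its p. If the leaf list and the leaf p-values come from different runs of the authors' program, 1533, 651 and 49 may therefore be too low.

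The paper's Table E gives log2 fold changes of 13 MAPKKKs. In stem and root they were equal to those from the tables. In leaf the paper's value was 0.2021 for ZmMAPKKK11 against 0.29 here, 0.4686 for ZmMAPKKK12 against 0.56, -0.1747 for ZmMAPKKK13 against -0.087, 0.3924 for ZmMAPKKK22 against 0.48, and 0.0439 for ZmMAPKKK34 against 0.13. The paper's value was -0.2858 for ZmMAPKKK38 against -0.20 here, -0.4266 for ZmMAPKKK39 against -0.34, -0.1004 for ZmMAPKKK51 against -0.013, and 2.9552 for ZmMAPKKK56 against 3.04. It was -0.1987 for ZmMAPKKK65 against -0.11 here, -0.4332 for ZmMAPKKK72 against -0.35, 0.0846 for ZmMAPKKK74 against 0.17, and -0.5683 for ZmMAPKKK83 against -0.48. None of the alternatives set before the data were examined (FPKM + 0.1, FPKM + 1, centring) closed these gaps.

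The paper lists ZmMAPKKK18 among the significant genes in leaf and ZmMAPKKK19 among those in stem; neither is on its list for that tissue, with log2 fold changes here of 4.28 and 1.66, and both count under fold change alone. It lists ZmMAPKKK20 in leaf, where the authors' p is 0.1613, and this gene counts with all genes on the paper's list. The paper's qRT-PCR, not analysed here, gave a rise of ZmMAPKKK18 in leaf of more than 4-fold and a rise of ZmMAPKKK19 in stem. For ZmMAPKKK20 in leaf it gave no significant change. ZmMAPKKK17 in root and ZmMAPKKK79 in leaf and stem passed here and are not among the genes the paper counts in its section on MAPKKKs. The paper states that ZmMAPKKK20 was significant in all 3 tissues; it passed here in stem and root.

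The paper states that the rise of ZmMAPKKK19 was strongest in root. The log2 fold change was 4.23 in leaf and 2.31 in root, and with FPKM + 1 it was 2.08 and 1.95, while the drought FPKM was highest in root (12.9, in a table of its own). The leaf ratio rests on a control value of 0.222 FPKM in 1 library. By qRT-PCR in leaf, the paper reports a change of this gene that was under 2-fold and not significant, so a stronger rise in leaf than in root is not established.

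The paper states that ZmMKK10-2, ZmMPK3-1 and ZmMPK15 rose in leaf and stem and fell in root. ZmMKK10-2 had log2 fold changes of 1.71 in leaf, -1.92 in stem and 1.05 in root, ZmMPK3-1 had 1.67, -2.07 and 1.30, and ZmMPK15 had -0.55, -1.30 and 3.20.

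The paper states a nearly even split between opposite and same directions among the genes regulated in all tissues. Here 36 of 49 (73.5%) differed in direction, and 54 of 74 (73.0%) with all genes on the paper's list.

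The paper states that hormone signalling had more rising genes in leaf and more falling genes in root. In the list by gene symbol, 3 passed with a rise and 8 with a fall in leaf, although the leaf median of the whole list was 0.21 (percentile 99.8), with 38 genes above 0 and 33 below. In root 14 passed with a rise and 0 with a fall. The paper also states that regulation of transcription had more rising genes in leaf and stem. In the list by gene symbol, 23 transcription factor genes passed with a rise and 8 with a fall in leaf, but 5 with a rise and 18 with a fall in stem. In root 19 passed with a rise and 3 with a fall. The paper further states, for genes of regulation, more falls in stem and rises in leaf and root, which are the directions of these counts. The lists by symbol are not the paper's classes.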

Other observations

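All tests of explanations in this part were chosen only after the result was seen. The ribosomal protein list itself was set after the tables were seen and before the values of its genes were read.

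More genes rose than fell in root. If 1 scaling factor common to all genes were the whole cause, the median log2 fold change would be the same at every expression level. It was 0.23 for root genes of 1 to 10 FPKM (95% bootstrap interval 0.21 to 0.26) and 1.03 for those of at least 100 FPKM (0.92 to 1.14), a difference of 0.80, which argues against a common factor as the whole cause. In leaf the same medians were 0.03 and -0.43, and in stem 0.04 and 0.27. The ribosomal protein genes had a median log2 fold change of 2.03 in root, with 31 of 31 expressed genes above 0, and of 1.75 after centring; it was 0.78 in stem and -0.06 in leaf. In root it lay at percentile 100 of the random lists matched on mean FPKM, whose own median was 0.74, and above the 1.03 of root genes of at least 100 FPKM. This argues against a bias by expression level as the whole cause of the rise of these genes. Levels within a bin of rank were not matched, so the random lists remove such a bias only in part. For the other root genes such a bias stays open, as does a bias by gene length for all of them, which was not tested, and a change of the root under drought.

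More genes passed in all 3 tissues than independent sets would share. If the sets were independent at each expression level, 5.80 genes would be shared, against 49 observed, which argues against expression level as the whole cause. Their directions are another matter: 36.7 genes would differ in direction if directions were unrelated between tissues, near the 36 observed. Among leaf genes with at least 10 FPKM, set against genes of their own expression level, the share moving as in leaf rose as the limit on the authors' p fell. At a limit of 0.05 it was 58.5% of 533 genes in root and 52.8% of 483 in stem, and at 0.001 it was 77.1% of 105 in root and 69.1% of 97 in stem.

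Of the genes on the paper's leaf list, 786 (33.9%) have an authors' p over 0.05, and none do in stem and root. A candidate explanation is that the leaf values and p-values come from another run of the authors' program than the choice of genes. If so, leaf values elsewhere in the paper would differ from the table by 1 constant. The log2 fold changes in Table E differ from the leaf table by a median of 0.088, within 0.0869 and 0.0911 for all 13 genes, and by at most 4.54e-05 in root. A second explanation is that the leaf p-values come from another version of the test program. In leaf 100% of the p-values are whole multiples of 5e-05, against 0.253% in stem and 0.229% in root. Both tests had the outcome that these explanations need, and they do not exclude each other. No biological explanation applies to a list of p-values.

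GRMZM2G341410, which the paper names among its genes common to all tissues, had log2 fold changes of -2.56 in leaf, with an authors' p of 1, 2.94 in stem and 3.38 in root.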
